# An Integrated Transcriptomic Approach to Identify Molecular Markers of Calcineurin Inhibitor Nephrotoxicity in Pediatric Kidney Transplant Recipients

**DOI:** 10.3390/ijms22115414

**Published:** 2021-05-21

**Authors:** Erika T. Rhone, Elissa Bardhi, Sai Vineela Bontha, Patrick D. Walker, Jorge A. Almenara, Catherine I. Dumur, Helen Cathro, Daniel Maluf, Valeria Mas

**Keywords:** pediatrics, kidney transplantation, calcineurin inhibitor nephrotoxicity

## Abstract

Calcineurin inhibitors are highly efficacious immunosuppressive agents used in pediatric kidney transplantation. However, calcineurin inhibitor nephrotoxicity (CNIT) has been associated with the development of chronic renal allograft dysfunction and decreased graft survival. This study evaluated 37 formalin-fixed paraffin-embedded biopsies from pediatric kidney transplant recipients using gene expression profiling. Normal allograft samples (*n* = 12) served as negative controls and were compared to biopsies exhibiting CNIT (*n* = 11). The remaining samples served as positive controls to validate CNIT marker specificity and were characterized by other common causes of graft failure such as acute rejection (*n* = 7) and interstitial fibrosis/tubular atrophy (*n* = 7). MiRNA profiles served as the platform for data integration. Oxidative phosphorylation and mitochondrial dysfunction were the top molecular pathways associated with overexpressed genes in CNIT samples. Decreased ATP synthesis was identified as a significant biological function in CNIT, while key toxicology pathways included NRF2-mediated oxidative stress response and increased permeability transition of mitochondria. An integrative analysis demonstrated a panel of 13 significant miRNAs and their 33 CNIT-specific gene targets involved with mitochondrial activity and function. We also identified a candidate panel of miRNAs/genes, which may serve as future molecular markers for CNIT diagnosis as well as potential therapeutic targets.

## 1. Introduction

Kidney transplantation (KT) remains the preferred therapy for children with end-stage renal disease [1,2,3,4]. Yet despite significant advancements in short-term outcomes [5,6,7], long-term outcomes remain suboptimal. Currently, patient survival is approximately 90% at 10 years post-transplant, but only 50–60% of allografts survive this long [7,8,9]. The mismatch between patient and graft longevity presents challenges for both pediatric patients and transplant centers, since repeat transplant not only increases the likelihood of morbidity and mortality for the child but also reduces the supply of donor organs available to other transplant candidates. Currently, 13.4% of pediatric kidney transplant waitlist candidates await a second transplant [8].

Therefore, strategies to reduce premature graft loss are of paramount importance. Late graft failure is most frequently caused by chronic renal allograft dysfunction (CRAD), which refers to the final common pathway of aggregate immunologic and non-immunologic insults resulting in the insidious loss of graft function and manifested histologically by fibrosis [10,11,12,13]. Calcineurin inhibitor nephrotoxicity (CNIT) is considered one of the primary non-immunologic factors contributing to CRAD [13,14]. In 2003, Nankivell et al. evaluated the natural history of CRAD using longitudinal protocol biopsies and found nearly universal histologic evidence of CNIT at 10 years post-KT [15]. Despite their known nephrotoxicity, calcineurin inhibitors (CNI) remain the cornerstone of maintenance immunosuppressive protocols in both adult and pediatric KT recipients [16,17].

Currently, the diagnosis of CNIT requires a kidney biopsy. However, the histologic features used to identify CNIT include permanent architectural disruption, limiting the utility of this tool to modify CNI therapy prior to the onset of irreversible damage [18,19,20,21]. Additionally, concerns regarding the specificity of CNIT histology, biopsy sampling error, and inter-observer agreement among pathologists further tarnish this gold standard and highlight the need for sensitive molecular makers of CNIT [22,23,24,25].

To date, the development of CNIT biomarkers has been hampered by an incomplete understanding of its underlying molecular mechanisms. Current reliance on late and insensitive markers such as serum creatinine precludes the identification of CNIT prior to the onset of irreversible damage. The lack of surrogate markers highlights a knowledge gap regarding the underlying molecular mechanisms of CNIT. Therefore, we sought to characterize a molecular phenotype of CNIT using an integrative approach. We hypothesized that the interplay of differentially expressed miRNAs and target mRNAs would provide the basis for a unique molecular signature for accurate pediatric CNIT diagnosis. MiRNAs, which are non-coding, endogenous single-stranded RNA that post-transcriptionally repress gene expression, have emerged as a promising class of biomarkers utilized in molecular diagnostics and have garnered interest as potential therapeutic tools [26,27]. With the utilization of miRNA and gene expression tissue profiles, the specific aim of this study is to identify (1) the critical gene pathways associated with CNIT development in pediatric KT recipients and (2) key miRNA–mRNA interactions using data integration between these two molecular layers of regulation.

## 2. Results

### 2.1. Molecular Profiling Using Microarrays

For the gene expression analysis, 1837 probe sets were differentially expressed between CNIT and Normal samples (Table S1). This corresponded to 1483 distinct mapped genes with 714 (48%) upregulated and 769 (52%) downregulated. 

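The 11 CNIT, 12 Normal and 7 IFTA biopsies were compared on the log2 signals the authors deposited, background-corrected and quantile-normalised by RMA, one value per probe set and array. Of 22277 probe sets, 62 are platform controls and 22215 were tested; 19064 of these carry a single gene symbol and stand for 11963 genes. Each comparison was fitted with limma, and a probe set was called at an unadjusted p under 0.001, a false discovery rate of 5% or less and a change of at least 1.5-fold. Changes are differences of group means on the log2 scale, with the standard error (SE), the p-value adjusted over all tested probe sets, and how many arrays of the first group lie on that side of the other group's mean. The p-values measure the spread between biopsies. Gene lists were tested with limma camera on the brightest probe set of each gene, at a preset correlation between genes of 0.01, and adjusted over 52 lists. Genes named here are those the paper names, the 10 largest called rises and falls of each comparison, and the 4 members with the largest change in each list.
RNA integrity differed between the groups. The 3' control probe set of GAPDH, a glycolytic enzyme used as an integrity control, exceeded the 5' one by 1.54 ± 0.22 (SD, n = 11) on the log2 scale in CNIT, 0.91 ± 0.08 (SD, n = 12) in Normal and 1.04 ± 0.19 (SD, n = 7) in IFTA. The same gap for ACTB, cytoplasmic actin, was 1.97 ± 0.24 in CNIT, 1.12 ± 0.31 in Normal and 1.05 ± 0.27 in IFTA. CNIT exceeded Normal by 0.63 (GAPDH) and 0.86 (ACTB), with a permutation p of 2e-05 for each, the smallest that 100000 draws can give. All 11 CNIT arrays lay above all 12 Normal arrays for GAPDH, and 10 of 11 did for ACTB. CNIT also exceeded IFTA, by 0.51 for GAPDH (exact permutation p = 0.000126) and 0.92 for ACTB (exact permutation p = 6.28e-05). IFTA and Normal showed no difference that passed the test (GAPDH 0.13, exact permutation p = 0.0574; ACTB -0.06, exact permutation p = 0.656), though 4 of 7 IFTA arrays lay above all 12 Normal arrays for GAPDH and 0 of 7 for ACTB. In 4 CNIT arrays the GAPDH ratio was above 3 on the RMA scale. The paper sets its limit of 3 on ratios of intensity values and does not name their scale.

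**Figure D1:**
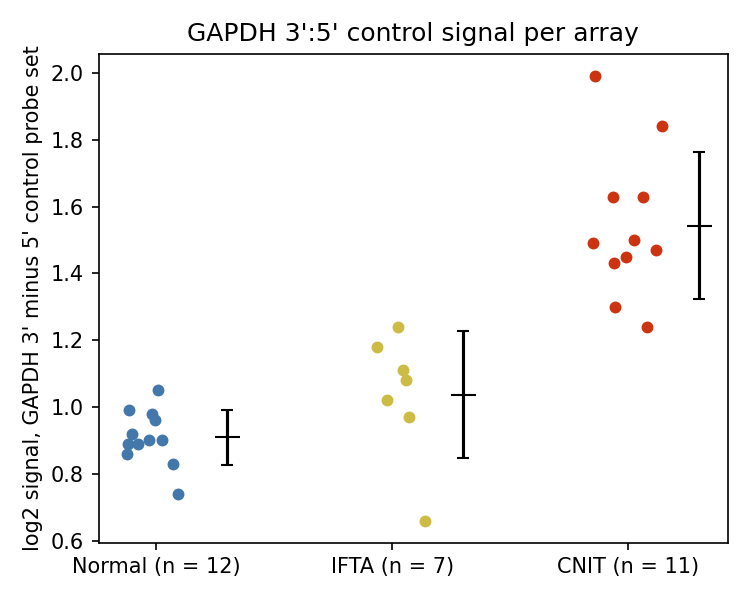
GAPDH control signal at the 3' end minus that at the 5' end, log2, for each of 12 Normal, 7 IFTA and 11 CNIT arrays; bars show mean and SD.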

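Between CNIT and Normal 1702 probe sets were called, 831 higher and 871 lower in CNIT. FKBP5, a glucocorticoid-induced co-chaperone that binds tacrolimus, rose by 1.74 (SE 0.33, adjusted p = 0.00033, 11 of 11 above the Normal mean), from 7.02 ± 0.65 (SD, n = 12) to 8.76 ± 1.03 (SD, n = 11). HIF3A, a hypoxia-inducible factor also induced by glucocorticoids, rose by 1.62 (SE 0.43, adjusted p = 0.00652, 9 of 11 above the Normal mean). ATP6V0E1, a subunit of the proton pump that acidifies lysosomes, changed by -2.18 (SE 0.33, adjusted p = 3.85e-05, 11 of 11 below the Normal mean). RBP4, the retinol carrier of plasma, changed by -1.99 (SE 0.52, adjusted p = 0.00516, 11 of 11 below the Normal mean), but by 0.06 with the GAPDH 3':5' gap as a covariate. The brightest probe sets of HIF3A and ATP6V0E1 changed by 0.73 and -0.24 (adjusted p = 0.0206 and 0.162), and none was called.
With the GAPDH gap in the model limma called 0 probe sets, with 1290 at an unadjusted p under 0.05 against 8625 without it. Among the 1702 called probe sets the median absolute change went from 0.76 to 0.42 and the median standard error from 0.14 to 0.31, and 93.2% kept their direction. An index averaging the GAPDH and ACTB gaps, added after the values were seen, gave 0 calls as well, with 2163 at an unadjusted p under 0.05 and 85% in the same direction. Neither covariate overlapped between the groups. The lowest CNIT and highest Normal values were 1.24 and 1.05 for the GAPDH gap and 1.405 and 1.275 for the index. Adjusted changes thus extrapolate beyond any shared range. A lost call or turned sign cannot show whether RNA quality or the disease made the difference. Without the 4 CNIT arrays above the ratio of 3, 612 probe sets were higher and 534 lower.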

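The called probe sets with a single symbol stand for 1258 genes: 615 were higher in CNIT, 653 lower, and 10 of these had probe sets in both directions. Among the largest rises, STEAP4, an iron and copper reductase of inflamed tissue, changed by 1.49 (SE 0.37, adjusted p = 0.0035, 11 of 11 above the Normal mean). CMAHP, a pseudogene of a sialic acid hydroxylase, changed by 1.48 (SE 0.18, adjusted p = 6.06e-06, 11 of 11 above the Normal mean). ADGRE2, an adhesion receptor of myeloid cells, rose by 1.43 (SE 0.24, adjusted p = 1e-04, 10 of 11 above the Normal mean). IFIH1, a cytoplasmic sensor of double-stranded RNA, rose by 1.42 (SE 0.24, adjusted p = 9.51e-05, 11 of 11 above the Normal mean). ARMC8, a subunit of the CTLH ubiquitin ligase, rose by 1.40 (SE 0.13, adjusted p = 4.49e-07, 11 of 11 above the Normal mean). EXO5, a DNA repair exonuclease, rose by 1.39 (SE 0.17, adjusted p = 4.79e-06, 11 of 11 above the Normal mean).
The largest falls included transporters of the nephron. SLC22A6, the organic anion transporter of the proximal tubule, changed by -1.56 (SE 0.30, adjusted p = 0.000403, 11 of 11 below the Normal mean). SLC2A5, a fructose transporter, changed by -1.59 (SE 0.33, adjusted p = 0.000716, 11 of 11 below the Normal mean). AQP2, the vasopressin-regulated water channel of the collecting duct, changed by -1.54 (SE 0.37, adjusted p = 0.0029, 10 of 11 below the Normal mean). MT1F, a metallothionein that binds zinc and copper, changed by -1.61 (SE 0.33, adjusted p = 0.000785, 11 of 11 below the Normal mean). DCXR, a xylulose reductase, changed by -1.60 (SE 0.34, adjusted p = 0.00105, 11 of 11 below the Normal mean). PLAU, the urokinase plasminogen activator, changed by -1.65 (SE 0.24, adjusted p = 2.07e-05, 11 of 11 below the Normal mean). ENO1, a glycolytic enolase, changed by -1.56 (SE 0.17, adjusted p = 2e-06, 11 of 11 below the Normal mean). COX7C, a subunit of cytochrome c oxidase, changed by -1.55 (SE 0.16, adjusted p = 1.49e-06, 11 of 11 below the Normal mean). The brightest probe sets of IFIH1, ARMC8, SLC22A6, MT1F and COX7C changed by 0.15, -0.027, -0.92, -1.38 and -1.11 (adjusted p = 0.605, 0.877, 0.0232, 0.00316 and 2.85e-05), and of these MT1F and COX7C were called.
A gene counts as called here if any of its probe sets is. Of 393 genes called higher that have several probe sets, the brightest was also called in 173 (44%), and of 337 called lower in 169 (50.1%).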

Two additional comparisons for marker specificity were also executed: acute rejection (AR) vs. Normal yielded 678 differentially expressed genes (60% upregulated) and interstitial fibrosis/tubular atrophy (IFTA) vs. Normal demonstrated 285 genes (31% upregulated). 

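Between IFTA and Normal 478 probe sets were called, 142 higher and 336 lower, standing for 379 genes, 108 higher and 271 lower. LSP1, an actin-binding protein of leukocytes, rose by 1.27 (SE 0.31, limma adjusted p = 0.0257, 7 of 7 above the Normal mean). NR4A1, an immediate early nuclear receptor, rose by 1.10 (SE 0.22, limma adjusted p = 0.021, 7 of 7 above the Normal mean). THBD, the endothelial thrombin receptor, rose by 1.08 (SE 0.26, limma adjusted p = 0.0249, 7 of 7 above the Normal mean). KCNMB1, a potassium channel subunit of smooth muscle, rose by 1.05 (SE 0.25, limma adjusted p = 0.025, 7 of 7 above the Normal mean). The leukocyte genes CD84, LCP2, TNFRSF25, FGR, LAIR2 and IL16 rose by 1.04, 1.03, 1.03, 1.01, 0.98 and 0.98 (limma adjusted p = 0.0215, 0.0235, 0.0233, 0.021, 0.0237 and 0.0262). Each lay above the Normal mean in 7 of 7 IFTA arrays. The brightest probe sets of NR4A1, CD84 and IL16 changed by 0.74, 0.76 and 0.70 (limma adjusted p = 0.0262, 0.0397 and 0.0531), and of these NR4A1 was called.
Among the largest falls, ALDH6A1, an enzyme of valine breakdown, changed by -1.82 (SE 0.45, limma adjusted p = 0.0259, 7 of 7 below the Normal mean). FMO5, a flavin monooxygenase, changed by -1.54 (SE 0.37, limma adjusted p = 0.0256, 7 of 7 below the Normal mean). CALB1, calbindin of the distal tubule, changed by -1.53 (SE 0.40, limma adjusted p = 0.0291, 7 of 7 below the Normal mean). The metallothioneins MT1F (-1.53, limma adjusted p = 0.0262) and MT1H (-1.45, limma adjusted p = 0.0252) fell below the Normal mean in 7 of 7 arrays. The brightest probe sets of ALDH6A1, FMO5 and CALB1 changed by -1.21, -1.22 and -1.06 (limma adjusted p = 0.0327, 0.0314 and 0.0601), and none was called.
The IFTA count depends on single arrays. Leaving out IFTA replicate 25, 24 or 23 gave 3, 5 or 138 probe sets (3, 5 or 111 genes), and leaving out Normal replicate 1 gave 922 probe sets (738 genes). The paper's t-test called 280 probe sets (220 genes). With the GAPDH 3':5' gap as a covariate limma called 1 probe set, and with the index 606. Over the called probe sets the median absolute change went from 0.78 to 0.72 with the GAPDH gap.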

Figure 1 summarizes the overall study design and flow.

The miRNA microarray analysis demonstrated 118 miRNAs were differentially expressed (Table S2) between Normal and CNIT samples, with a majority being upregulated (72%). A supervised hierarchical clustering was performed using miRNA expression data, demonstrating the correct grouping of CNIT and Normal cohorts (Figure 2).

### 2.2. Canonical Pathways and Upstream Regulators

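The 27 proteasome genes measured, whose products degrade ubiquitinated protein, fell in CNIT, with a mean change of -0.45 (limma camera adjusted p = 2.1e-11, but adjusted p = 0.183 with an estimated correlation). PSMA2 and PSMB3, subunits of the 20S core, changed by -0.85 (SE 0.12, adjusted p = 1.31e-05, 11 of 11 below the Normal mean) and -0.84 (SE 0.11, adjusted p = 1.09e-05, 11 of 11 below the Normal mean). PSMB7 -0.82 (SE 0.12, adjusted p = 3e-05, 11 of 11) and PSMB1 -0.75 (SE 0.12, adjusted p = 7.34e-05, 11 of 11) moved the same way. By their brightest probe sets, 0 were called higher, 9 were called lower and 18 were not called, and 20 were lower at a false discovery rate of 5% adjusted over the list alone. Any called probe set counted, 9 of 27 were lower, against 5.46% of all genes (Fisher adjusted p = 8.16e-05). With the GAPDH 3':5' gap as a covariate the list mean was -0.13 (95% interval -0.42 to 0.16) and the list was not called (adjusted p = 0.0812). With the 3':5' index it was -0.22 (95% interval -0.54 to 0.088) and stayed called (adjusted p = 0.00822). The list also fell in IFTA, with a mean of -0.36 (limma camera adjusted p = 9.08e-11, but adjusted p = 0.21 with an estimated correlation), and stayed called there with both covariates (adjusted p = 3.06e-08 and 1.8e-09).
The 8 aryl hydrocarbon receptor genes had a mean of 0.02 (limma camera adjusted p = 0.92): 1 higher, 0 lower and 7 not called by brightest probe set. The called member is CYP1A2, a cytochrome of xenobiotic metabolism, which rose by 0.68 (SE 0.14, adjusted p = 0.000708, 10 of 11 above the Normal mean). NQO1, a quinone reductase, changed by -0.40 (SE 0.13, adjusted p = 0.0181, 9 of 11 below the Normal mean) and was not called. CYP1B1 and ALDH3A1 changed by 0.17 and -0.18 (adjusted p = 0.641 and 0.313), not called.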

The top gene pathways in the comparison between CNIT and Normal samples included oxidative phosphorylation (*p* = 3.52 × 10^−34^), mitochondrial dysfunction (*p* = 2.90 × 10^−32^), EIF2 signaling (*p* = 2.8 × 10^−16^), protein ubiquitin pathway (*p* = 2.04 × 10^−7^), and aryl hydrocarbon receptor signaling (*p* = 6.71 × 10^−7^) (Figure S1). 

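The 64 oxidative phosphorylation genes measured, subunits of respiratory complexes I to V, fell in CNIT, with a mean change of -0.76 (limma camera adjusted p = 2.17e-32, but adjusted p = 0.183 with an estimated correlation). NDUFB2, a subunit of complex I, changed by -1.54 (SE 0.18, adjusted p = 2.95e-06, 11 of 11 below the Normal mean), from 9.72 ± 0.43 (SD, n = 12) to 8.18 ± 0.48 (SD, n = 11). COX8A and COX7A1, subunits of complex IV, changed by -1.44 (SE 0.16, adjusted p = 2.76e-06, 11 of 11 below the Normal mean) and -1.33 (SE 0.35, adjusted p = 0.00555, 10 of 11 below the Normal mean). By their brightest probe sets, 0 were called higher, 42 were called lower and 22 were not called, and 61 were lower at a false discovery rate of 5% adjusted over the list alone. Counting any called probe set, 46 of 64 (71.9%) were lower, against 5.46% of all genes (Fisher adjusted p = 2.58e-42). Markers of the proximal tubule, 21 genes, moved the same way in these arrays. Their mean change was -0.55 (limma camera adjusted p = 0.00191, but adjusted p = 0.667 with an estimated correlation).
With the GAPDH 3':5' gap in the model the list mean was -0.27 (95% interval -0.73 to 0.20), and with the index -0.23 (95% interval -0.69 to 0.23). In limma camera the list stayed below the rest of the array with the GAPDH 3':5' gap as a covariate (adjusted p = 4.25e-06) and with the 3':5' index (adjusted p = 0.00109). Without the 4 arrays above the ratio of 3 the adjusted p was 7.16e-29. The 17 vacuolar ATPase genes, which acidify endosomes, fell, with a mean change of -0.41 (limma camera adjusted p = 2.23e-05, adjusted p = 0.221 with an estimated correlation). Of the 17, 0 were called higher, 6 were called lower and 11 were not called by brightest probe set, and 10 were lower adjusted over the list alone. ATP6V1B2, a subunit of the pump's catalytic head, changed by -0.82 (SE 0.13, adjusted p = 6.95e-05, 11 of 11 below the Normal mean). ATP6V0B -0.69 (SE 0.10, adjusted p = 3.3e-05, 11 of 11) belongs to the membrane part. ATP6V0E2 and ATP6V1A changed by -0.79 and -0.70 (adjusted p = 0.0029 and 0.000723). They turned to 0.03 with the index and 0.24 with the GAPDH covariate. That covariate also turned the list's direction (adjusted p = 0.642).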

Oxidative phosphorylation was the topmost affected pathway in this dataset, with an overlap of 54 (49.5%) out of 109 molecules and a predicted inhibition of NAD+, FAD+, and ATP (Figure S2). The 54 dysregulated genes are listed in Table S3.

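Among 19 further mitochondrial genes of defence and the outer membrane, taken from the study's own figure and so chosen on these samples, the mean change in CNIT was -0.44 (limma camera adjusted p = 5.92e-06, but adjusted p = 0.183 with an estimated correlation). HSD17B10, a dehydrogenase of the mitochondrial matrix, changed by -0.95 (SE 0.13, adjusted p = 1.44e-05, 11 of 11 below the Normal mean). PINK1, the kinase that marks damaged mitochondria for removal, changed by -0.89 (SE 0.13, adjusted p = 3.3e-05, 11 of 11 below the Normal mean), from 7.68 ± 0.40 (SD, n = 12) to 6.79 ± 0.23 (SD, n = 11). PSENEN, a subunit of gamma-secretase, changed by -0.95 (SE 0.14, adjusted p = 2.32e-05, 11 of 11 below the Normal mean). CAT, the catalase that clears hydrogen peroxide, changed by -0.81 (SE 0.16, adjusted p = 0.00044, 11 of 11 below the Normal mean). Of the 19 genes, 0 were called higher, 6 were called lower and 13 were not called by brightest probe set, and 11 were lower adjusted over the list alone. The list's adjusted p was 0.602 with the GAPDH 3':5' covariate and 0.522 with the index.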

Mitochondrial dysfunction was the next most significant canonical pathway. The genes associated with complexes I-V of the electron transport chain were downregulated, with predicted inhibition of ATP production (Figure 3). 

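Each of the 5 respiratory complexes fell in CNIT, with a mean change of -0.68 for complex I (28 genes, limma camera adjusted p = 8.99e-17), -0.66 for II (3 genes, 0.0125), -0.79 for III (7 genes, 3.79e-06), -0.98 for IV (12 genes, 2.51e-11) and -0.75 for V (14 genes, 2.51e-11). With an estimated correlation the adjusted p was 0.183 for each. By the brightest probe set, 16 of 28, 1 of 3, 5 of 7, 11 of 12 and 9 of 14 genes were called lower, the others were not called, and none was higher. Adjusted over each list alone, 26, 3, 6, 12 and 14 were lower.
In complex I, NDUFC1, NDUFA2 and NDUFB6, accessory subunits, changed by -1.14 (SE 0.14, adjusted p = 3.71e-06, 11 of 11 below the Normal mean), -1.11 (adjusted p = 1.04e-05) and -1.09 (adjusted p = 6.79e-05). SDHC, the membrane anchor of complex II, changed by -1.19 (SE 0.16, adjusted p = 1.41e-05, 11 of 11 below the Normal mean). SDHA, the flavoprotein of complex II, was not called at -0.28 (adjusted p = 0.0146). UQCR11, UQCRQ, CYC1 and UQCRC1 of complex III changed by -1.15, -1.09, -1.01 and -0.90 (adjusted p = 2.63e-05, 7.81e-06, 1.16e-05 and 4.8e-05). Each lay below the Normal mean in 11 of 11 CNIT arrays. COXFA4 and COX6C of complex IV changed by -1.34 (SE 0.17, adjusted p = 8.68e-06, 11 of 11 below the Normal mean) and -1.15 (adjusted p = 6.13e-06). ATP5F1B, the catalytic beta subunit of the ATP synthase, changed by -1.26 (SE 0.14, adjusted p = 2.66e-06, 11 of 11 below the Normal mean), from 9.85 ± 0.31 (SD, n = 12) to 8.58 ± 0.39 (SD, n = 11). In the same complex ATP5MC1 -0.99 (SE 0.15, adjusted p = 2.79e-05, 11 of 11) and ATP5MC3 -0.98 (SE 0.14, adjusted p = 1.76e-05, 11 of 11) moved alike.
Across all arrays the mean of the 64 genes was lower where the 3':5' index was higher, which in part follows the difference between the groups. With group in the model, the CNIT and Normal arrays gave a slope of -0.72 (95% interval -1.27 to -0.17). Within CNIT, Normal and IFTA alone the slopes were -0.65, -0.79 and -0.20. None of these 3 relations passed the test, with r of -0.517, -0.524 and -0.088 (Pearson, adjusted p = 0.206, 0.206 and 0.839). By rank none passed either (Spearman, adjusted p = 0.188, 0.142 and 0.614). Without the 2 farthest arrays of each group r was -0.438, -0.764 and -0.613, so the IFTA value depends on such arrays. With the GAPDH covariate the adjusted p was 0.00227 for complexes I and IV and 0.0262 for V, but 0.642 for II and 0.233 for III. With the index it was 0.103, 0.507, 0.344, 0.0218 and 0.018 for I to V.

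**Figure D2:**
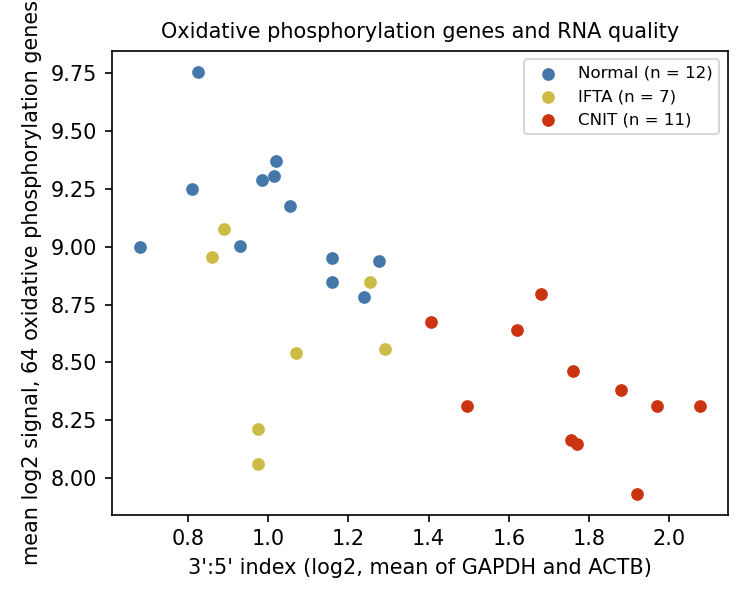
Mean log2 signal of 64 oxidative phosphorylation genes (y) against the 3':5' index, the mean of the GAPDH and ACTB control gaps (x), for 12 Normal, 7 IFTA and 11 CNIT arrays.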

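At the RNA level the apoptosis genes moved both ways in CNIT. FAS, a death receptor, rose by 1.07 (SE 0.18, adjusted p = 8.19e-05, 11 of 11 above the Normal mean). PMAIP1, a BH3-only activator of mitochondrial death, rose by 0.76 (SE 0.19, adjusted p = 0.00406, 11 of 11 above the Normal mean). ENDOG, a mitochondrial nuclease, changed by -0.72 (SE 0.14, adjusted p = 0.000451, 11 of 11 below the Normal mean). CASP8, the initiator caspase of death receptors, changed by 0.09 (SE 0.13, adjusted p = 0.656, 7 of 11 above the Normal mean). CASP9, the initiator of the mitochondrial route, changed by -0.08 (SE 0.10, adjusted p = 0.582, 8 of 11 below the Normal mean). CYCS, cytochrome c, changed by -0.64 (SE 0.25, adjusted p = 0.0592, 10 of 11 below the Normal mean), and none of these 3 was called. Over 21 apoptosis genes the mean change was -0.01 (limma camera adjusted p = 0.771): 2 higher, 1 lower and 18 not called by brightest probe set, with 2 higher and 2 lower by any probe set, and 4 higher and 4 lower adjusted over the list alone. The values are RNA levels and do not measure caspase activity, which the paper predicts from the network.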

There was predicted activation of Caspases 3, 8, 9, as well as cytochrome C, in its association with activation of apoptosis. 

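The 51 ribosomal protein genes measured fell in CNIT, with a mean change of -0.51 (limma camera adjusted p = 3.46e-17, but adjusted p = 0.221 with an estimated correlation). RPLP2, an acidic protein of the ribosomal stalk, changed by -1.46 (SE 0.25, adjusted p = 0.000123, 11 of 11 below the Normal mean), from 6.19 ± 0.87 (SD, n = 12) to 4.73 ± 0.23 (SD, n = 11). RPL27A of the large subunit changed by -1.19 (SE 0.23, adjusted p = 0.000394, 11 of 11 below the Normal mean). RPS29 and RPS15 of the small subunit changed by -1.02 (SE 0.16, adjusted p = 4.63e-05, 11 of 11 below the Normal mean) and -1.01 (SE 0.15, adjusted p = 2.85e-05, 11 of 11 below the Normal mean). By their brightest probe sets, 0 were called higher, 16 were called lower and 35 were not called, and 41 were lower adjusted over the list alone. Counting any called probe set, 21 of 51 (41.2%) were lower (Fisher adjusted p = 1.11e-12) and 1 was higher. The ribosomal shift was not called with the GAPDH 3':5' gap as a covariate (adjusted p = 0.174) and was with the 3':5' index (adjusted p = 4.33e-05).
The 17 genes of the EIF2 kinases and their stress response had a mean of 0.03 (limma camera adjusted p = 0.805). Of these, 0 were called higher, 0 were called lower and 17 were not called by brightest probe set, with 0 higher and 1 lower by any probe set. CEBPB and DDIT4, stress-response genes, changed by 0.43 and 0.63 (adjusted p = 0.0568 and 0.089). PHGDH and PSAT1 of serine synthesis changed by -0.44 and -0.73 (adjusted p = 0.0158 and 0.0711).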

Predicted directionality of EIF2 signaling indicated strong inhibition in our data (activation z-score of −3.9).

Analysis of the mostly highly significant putative upstream regulators was based upon an activation z-score and statistically significant ‘overlap *p*-values’ in IPA (*p* < 0.01). RICTOR (RPTOR independent companion of MTOR complex 2) was identified to be the top upstream regulator in the CNIT vs. Normal dataset (*p* = 4.12 × 10^−45^), with a predicted activated state (z-score 9.301). There were 97 downstream target molecules of RICTOR present in the dataset, of which 48 (49.5%) were members of the mitochondrial dysfunction/oxidative phosphorylation pathways. Additional upstream regulator analysis demonstrated a mechanistic network based on downstream gene expression patterns, which identified a connection between the activation of RICTOR and transcription factor FOXO1 inhibition. 

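FOXO1, a transcription factor that Akt holds outside the nucleus, did not pass the test in CNIT at the RNA level, with a change of -0.12 (SE 0.10, adjusted p = 0.402, 7 of 11 below the Normal mean), from 7.57 ± 0.26 (SD, n = 12) to 7.45 ± 0.21 (SD, n = 11). In IFTA its change was -0.17 (SE 0.12, limma adjusted p = 0.311, 6 of 7 below the Normal mean). Its RNA does not report its activity, which the paper predicts from downstream genes.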

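Of the regulators named here, MAP4K4, a kinase of stress and TNF signalling, changed in CNIT by -0.28 (SE 0.09, adjusted p = 0.0157, 10 of 11 below the Normal mean) and was not called. KDM5A, a histone H3K4 demethylase, changed by 0.05 (SE 0.08, adjusted p = 0.676, 7 of 11 above the Normal mean). PML, the scaffold of nuclear bodies, changed by -0.02 (SE 0.10, adjusted p = 0.895, 4 of 11 below the Normal mean). Over the 10 regulators named in the paper that were measured, the mean change was -0.01 (limma camera adjusted p = 0.747), 0 higher, 0 lower and 10 not called by brightest probe set, and 1 higher and 1 lower by any probe set. The paper's scores rest on the direction of downstream genes, not on these RNA levels.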

Other activated upstream regulators with the highest scores include kinases such as MAP4K4 (z-score = 5.298, *p* = 3.34 × 10^−6^) and GCK (z-score = 3.162, *p* = 2.94 × 10^−6^), the transcription regulators KDM5A (z-score = 5.298, *p* = 2.37 × 10^−10^) and PML (z-score = 2.612, *p* = 1.07 × 10^−3^), as well as mature miR-124-3p (z-score = 2.220, *p* = 1.87 × 10^−2^). VEGF was also identified as an activated top upstream regulator (z-score = 3.358, *p* = 2.85 × 10^−2^). 

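VEGFA, the endothelial growth factor made by podocytes and tubules, changed by 0.61 (SE 0.19, adjusted p = 0.0158, 10 of 11 above the Normal mean) and missed the thresholds. Of 13 hypoxia-response genes, which share its regulation, 0 were called higher, 3 were called lower and 10 were not called by brightest probe set (mean -0.20, limma camera adjusted p = 0.276). PGK1, a glycolytic kinase, changed by -0.71 (SE 0.12, adjusted p = 0.000109, 11 of 11 below the Normal mean). BNIP3, a mitophagy receptor, changed by -0.60 (SE 0.14, adjusted p = 0.00255, 11 of 11 below the Normal mean). It turned to 0.21 with the GAPDH 3':5' covariate and 0.07 with the index.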

Top upstream regulators predicted to be inhibited were comprised mainly of transcription regulators (HNF4A, z-score= −3.573, *p* = 2.23 × 10^−23^; PPARGC1A, z-score= −4.807, *p* = 5.41 × 10^−7^; TP53, z-score= −2.783, *p* = 1.34 × 10^−18^; MYCN, z-score= −4.121, *p* = 2.84 × 10^−15^).

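PPARGC1A, the coactivator that drives mitochondrial biogenesis, was not called in CNIT, with a change of 0.41 (SE 0.14, adjusted p = 0.0329, 10 of 11 above the Normal mean). It was higher in CNIT than in IFTA, by 0.79 (SE 0.18, limma adjusted p = 0.00496, 11 of 11 above the IFTA mean). MYCN, a MYC-family transcription factor, changed by -0.25 (SE 0.21, adjusted p = 0.387, 8 of 11 below the Normal mean). TFAM, which packages and transcribes mitochondrial DNA, changed by -0.58 (SE 0.10, adjusted p = 0.000147, 11 of 11 below the Normal mean), under 1.5-fold and so not called. GABPA, a transcription factor of respiratory genes, changed by 0.33 (adjusted p = 0.00403) and TFB2M, a mitochondrial transcription factor, by -0.27 (adjusted p = 0.0314). Over 7 regulators of mitochondrial biogenesis the mean change was -0.06 in CNIT (limma camera adjusted p = 0.711) and -0.24 in IFTA (limma camera adjusted p = 0.025, but adjusted p = 0.21 with an estimated correlation). In CNIT 2 were higher and 2 lower adjusted over the list alone, and 3 were lower in IFTA.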

### 2.3. Biological Characterization

The top molecular and cellular functions of the CNIT vs. Normal datasets pertained to cell death and survival (*p*-value range: 5.72 × 10^−4^–1.69 × 10^−28^), cellular growth and proliferation (p-value range: 5.52 × 10^−4^–2.66 × 10^−22^), protein synthesis (*p*-value range: 4.16 × 10^−4^–9.10 × 10^−16^), and protein degradation (*p*-value range: 1.41× 10^−4^–6.15 × 10^−16^). 

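The 30 translation initiation factors measured shifted down in CNIT, with a mean change of -0.20 (limma camera adjusted p = 0.000155, but adjusted p = 0.183 with an estimated correlation), with 0 higher, 0 lower and 30 not called by brightest probe set, and 0 higher and 2 lower by any probe set. EIF3K, a subunit of the scaffold that recruits the 40S ribosome, changed by -0.54 (SE 0.09, adjusted p = 9.81e-05, 11 of 11 below the Normal mean). EIF2B4, a subunit of the EIF2 exchange factor, changed by -0.51 (SE 0.07, adjusted p = 2.07e-05, 11 of 11 below the Normal mean). EIF1 and EIF3B, factors of start-site choice and scaffold assembly, changed by -0.49 and -0.44 (adjusted p = 0.000675 and 0.000564). All 4 stayed under 1.5-fold. Adjusted over the list alone, 2 were higher and 15 lower. The adjusted p was 0.533 with the GAPDH 3':5' covariate and 0.0317 with the index.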

Functions pertaining to protein synthesis had negative activation z-scores (specifically, protein metabolism, translation, synthesis, expression). 

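Genes for enzymes that clear reactive oxygen species shifted down in CNIT as a list: 13 antioxidant genes had a mean change of -0.40 (limma camera adjusted p = 0.000254, but adjusted p = 0.183 with an estimated correlation). PRDX6 and PRDX1, peroxiredoxins that reduce peroxides, changed by -0.93 (SE 0.15, adjusted p = 7.5e-05, 11 of 11 below the Normal mean) and -0.88 (SE 0.12, adjusted p = 1.02e-05, 11 of 11 below the Normal mean). SOD1, the cytosolic superoxide dismutase, changed by -0.62 (SE 0.14, adjusted p = 0.00193, 11 of 11 below the Normal mean). It turned to 0.17 with the GAPDH 3':5' covariate and 0.14 with the index. Of the 13, 0 were called higher, 4 were called lower and 9 were not called by brightest probe set, and 9 were lower adjusted over the list alone. SOD2, the mitochondrial superoxide dismutase, was called higher, by 1.33 (adjusted p = 0.000559), in the 1 probe set given here, which carries several symbols and is not in the list. With the GAPDH covariate the list mean was -0.016 (95% interval -0.35 to 0.32) and with the index -0.094 (95% interval -0.45 to 0.27), and it was not called (adjusted p = 0.716 and 0.562). The list also fell in IFTA, with a mean of -0.35 (limma camera adjusted p = 0.000181, but adjusted p = 0.21 with an estimated correlation).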

When filtered by activation z-score, free radical scavenging (specifically, the production of reactive oxygen species) was one of the highest functions (z-score = 3.263), along with cell movement (z-score = 2.593) and the differentiation of cells (z-score = 2.628). Inhibited functions were highly overexpressed in the CNIT samples related to nucleic acid metabolism and energy production (synthesis of ATP, z-score = −2.142; metabolism of nucleoside triphosphate, z-score −2.142, and synthesis of purine ribonucleotide, z-score= −2.0147).

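Genes of energy production fell in CNIT. The 15 genes of the TCA cycle had a mean change of -0.52 (limma camera adjusted p = 3.28e-06, but adjusted p = 0.183 with an estimated correlation). Of these, 0 were called higher, 4 were called lower and 11 were not called by brightest probe set, and 1 was higher and 14 were lower adjusted over the list alone. MDH2, malate dehydrogenase, changed by -1.05 (SE 0.14, adjusted p = 1.38e-05, 11 of 11 below the Normal mean). SUCLG1, a subunit of succinate-CoA ligase, changed by -1.01 (SE 0.20, adjusted p = 0.000612, 11 of 11 below the Normal mean). IDH3B, a subunit of isocitrate dehydrogenase, changed by -0.66 (SE 0.09, adjusted p = 1.29e-05, 11 of 11 below the Normal mean). AK4, a mitochondrial adenylate kinase that balances nucleotides, changed by -1.37 (SE 0.23, adjusted p = 0.000124, 11 of 11 below the Normal mean), from 7.92 ± 0.63 (SD, n = 12) to 6.56 ± 0.57 (SD, n = 11). AK4 changed by -1.19 by its brightest probe set (adjusted p = 0.000246), which was called. The TCA shift was not called with either quality covariate (adjusted p = 0.209 with the GAPDH gap and 0.078 with the 3':5' index).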

Functional analysis with a particular focus on nephrotoxicity yielded the following results. Among the most significant renal “tox” functions included renal necrosis/cell death (p-value range: 5.98 × 10^−1^–2.23× 10^−4^, 62 dataset molecules), renal damage (*p*-value range: 2.96 × 10^−1^–4.58× 10^−3^), and renal tubule injury (p-value range 2.96 × 10^−1^–1.12 × 10^−2^). 

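The 10 tubular injury genes did not shift as a group in CNIT, with a mean of 0.03 (limma camera adjusted p = 0.735) and 0 higher, 1 lower and 9 not called by brightest probe set. KRT19, a keratin of injured and collecting duct epithelium, changed by -0.74 (SE 0.16, adjusted p = 0.000914, 11 of 11 below the Normal mean). SOX9, a transcription factor of tubular repair, changed by 1.13 (SE 0.38, adjusted p = 0.027, 10 of 11 above the Normal mean) and was not called. HAVCR1, the injury receptor KIM-1, changed by 0.53 (SE 0.54, adjusted p = 0.496, 8 of 11 above the Normal mean). KRT18, a keratin of simple epithelium, changed by -0.47 (SE 0.15, adjusted p = 0.0231, 10 of 11 below the Normal mean). Adjusted over the list alone, 1 was higher and 2 were lower.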

Specific functions within these categories that were especially activated included ‘apoptosis of kidney cells’ (z-score = 2.052), involving upregulation of TGFB1, TLR4, CSF1, and GFPT1 genes, in addition to ‘fibrosis of kidney’ (z-score = 2.178), with associated upregulation of TGFB1, SMAD4, TLR4, and IL2RA genes.

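In CNIT 5 of the 6 genes named here were higher by at least 1 probe set (Fisher adjusted p = 2.35e-05), a list the study chose on these samples. TGFB1, the central fibrogenic cytokine, rose by 0.63 (SE 0.13, adjusted p = 0.000854, 11 of 11 above the Normal mean). TLR4, the receptor for endotoxin, rose by 0.60 (SE 0.11, adjusted p = 0.000381, 11 of 11 above the Normal mean). CSF1, the macrophage growth factor, rose by 1.14 (SE 0.13, adjusted p = 2.95e-06, 11 of 11 above the Normal mean). SMAD4, the common mediator of TGF-beta signalling, rose by 0.77 (SE 0.10, adjusted p = 1.18e-05, 11 of 11 above the Normal mean). IL2RA, a chain of the interleukin 2 receptor, rose by 0.88 (SE 0.19, adjusted p = 0.0014, 10 of 11 above the Normal mean). GFPT1, the first enzyme of hexosamine synthesis, changed by 0.57 (SE 0.11, adjusted p = 0.000514, 11 of 11 above the Normal mean), under 1.5-fold and so not called.
The brightest probe set of the same genes gave other values: TGFB1 -0.15, SMAD4 -0.27, GFPT1 -0.19, CSF1 0.21 and IL2RA 0.42 (adjusted p = 0.432, 0.164, 0.194, 0.215 and 0.0346), none of them called. By brightest probe sets the mean of the 6 was 0.10 (limma camera adjusted p = 0.666), 1 higher, 0 lower and 5 not called. Over 27 fibrosis and matrix genes the mean change was 0.05 (limma camera adjusted p = 0.842) with 0 higher, 0 lower and 27 not called by brightest probe set. Counting any called probe set, 4 of 27 were higher (Fisher adjusted p = 0.214) and 2 lower. The matrix proteins POSTN, VCAN and COL1A1 changed by 1.06, 0.85 and 0.71 with SE of 0.52, 0.41 and 0.52 (adjusted p = 0.135, 0.127 and 0.333). CCN2, a TGF-beta target, changed by 0.42 (adjusted p = 0.151).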

### 2.4. Marker Specificity, Unique Genes Associated with CNIT, and Comparison Analyses

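In IFTA the 22 fatty acid beta-oxidation genes measured fell, with a mean change of -0.63 (limma camera adjusted p = 2.2e-12, but adjusted p = 0.21 with an estimated correlation), with 0 higher, 7 lower and 15 not called by brightest probe set and 19 lower adjusted over the list alone. ACADM, the medium-chain acyl-CoA dehydrogenase, changed by -1.48 (SE 0.32, limma adjusted p = 0.0215, 7 of 7 below the Normal mean). HADH, a hydroxyacyl-CoA dehydrogenase, changed by -1.43 (SE 0.33, limma adjusted p = 0.0235, 7 of 7 below the Normal mean). HADH changed by -0.62 by its brightest probe set (limma adjusted p = 0.0544), which was not called. EHHADH, the peroxisomal bifunctional enzyme, changed by -1.23 (SE 0.24, limma adjusted p = 0.021, 7 of 7 below the Normal mean). ACAA2, a thiolase, changed by -0.90 (limma adjusted p = 0.021).
The 15 TCA cycle genes fell, with a mean change of -0.51 (limma camera adjusted p = 7.14e-06, but adjusted p = 0.21 with an estimated correlation): 0 higher, 4 lower and 11 not called by brightest probe set. SUCLG1 changed by -1.12 (SE 0.28, limma adjusted p = 0.0276, 7 of 7 below the Normal mean) and DLD, the shared dehydrogenase subunit, by -0.91 (limma adjusted p = 0.0235). The 10 genes of tryptophan degradation fell, with a mean of -0.45 (limma camera adjusted p = 0.00157, but adjusted p = 0.21 with an estimated correlation): 0 higher, 2 lower and 8 not called by brightest probe set. KMO, kynurenine monooxygenase, changed by -1.40 (SE 0.33, limma adjusted p = 0.0235, 7 of 7 below the Normal mean). ACAT1, another thiolase, changed by -0.93 (SE 0.23, limma adjusted p = 0.0262, 7 of 7 below the Normal mean). The 2 genes of glucuronate degradation had a mean change of -1.08 (limma camera adjusted p = 0.0139, but adjusted p = 0.21 with an estimated correlation). CRYL1 was called at -1.11 (SE 0.22, limma adjusted p = 0.021, 7 of 7 below the Normal mean), and DCXR was not called at -1.06 (limma adjusted p = 0.0658). The 64 oxidative phosphorylation genes fell, with a mean of -0.53 (limma camera adjusted p = 7.55e-22, but adjusted p = 0.21 with an estimated correlation). Of them, 0 were called higher, 11 were called lower and 53 were not called by brightest probe set, and 50 were lower adjusted over the list alone. Counting any called probe set, 8 of 22 beta-oxidation genes (Fisher adjusted p = 5.27e-07), 14 of 64 oxidative phosphorylation genes (1.21e-08) and 4 of 10 tryptophan genes (0.00101) were lower. In the same arrays the 21 proximal tubule markers had a mean change of -0.86 (limma camera adjusted p = 9.91e-10, but adjusted p = 0.21 with an estimated correlation), a larger fall than that of any of these lists but the glucuronate one.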

In a comparison of IFTA vs. Normal samples, a majority of the top canonical pathways were related to metabolism: fatty acid ß-oxidation I (*p* = 1.5 × 10^−7^), TCA Cycle II (Eukaryotic) (*p* = 2.05 × 10^−4^), Tryptophan Degradation III (Eukaryotic) (*p* = 2.43 × 10^−4^), and D-glucuronate Degradation I (*p* = 5.02 × 10^−4^), in addition to mitochondrial dysfunction (*p* = 8.96 × 10^−10^). An analysis of AR vs. Normal differentially expressed genes demonstrated a predominance of immune-related canonical pathways, including Natural Killer Cell Signaling (*p* = 1.16 × 10^−18^), Th1 and Th2 Activation Pathway (*p* = 1.6 × 10^−18^), and T Cell Receptor Signaling (*p* = 2.82 × 10^−11^).

Then, a comparison analysis evaluating CNIT vs. Normal, IFTA vs. Normal, and AR vs. Normal was assessed, with a particular emphasis on canonical pathways among these three comparisons in an effort to identify distinguishing expression patterns. When classified by statistical significance, we found mitochondrial dysfunction, fatty acid ß-oxidation I, and oxidative phosphorylation to be the top pathways. 

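Fatty acid beta-oxidation fell in CNIT as well, with a mean change of -0.58 over 22 genes (limma camera adjusted p = 9.5e-09, but adjusted p = 0.183 with an estimated correlation). Of these, 0 were called higher, 10 were called lower and 12 were not called by brightest probe set, and 16 were lower adjusted over the list alone. HADH, which acts on medium- and short-chain acyl-CoA, changed by -1.46 (SE 0.25, adjusted p = 0.000108, 11 of 11 below the Normal mean). HADH changed by -0.52 by its brightest probe set (adjusted p = 0.0345), which was not called. ACADM changed by -1.13 (SE 0.26, adjusted p = 0.00202, 10 of 11 below the Normal mean). ECI1 and ECI2, isomerases for unsaturated fatty acids, changed by -1.12 (SE 0.14, adjusted p = 5.78e-06, 11 of 11 below the Normal mean) and -1.03 (adjusted p = 0.000127), and ETFA by -1.12 (adjusted p = 2.94e-05). Counting any called probe set, 13 of 22 were lower (Fisher adjusted p = 1.86e-10). The shift in CNIT was not called with the GAPDH 3':5' covariate (adjusted p = 0.267) or the index (adjusted p = 0.607). In the same arrays the 21 proximal tubule markers had a mean change of -0.55 (limma camera adjusted p = 0.00191, but adjusted p = 0.667 with an estimated correlation).
In IFTA the 19 genes of mitochondrial defence and the outer membrane, a list the study chose on its CNIT samples, fell, with a mean of -0.41 (limma camera adjusted p = 3.66e-06, adjusted p = 0.21 with an estimated correlation). Of these, 0 were called higher, 1 were called lower and 18 were not called by brightest probe set. MAOB, a monoamine oxidase of the outer membrane, changed by -0.79 (SE 0.19, limma adjusted p = 0.0235, 7 of 7 below the Normal mean). PRDX3, the mitochondrial peroxiredoxin, changed by -0.79 (limma adjusted p = 0.0594) and was not called. The 21 proximal tubule markers had a mean change of -0.86 in the same IFTA arrays (limma camera adjusted p = 9.91e-10, but adjusted p = 0.21 with an estimated correlation).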

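Compared directly, oxidative phosphorylation was lower in CNIT than in IFTA, with a mean difference of -0.23 over 64 genes (limma camera adjusted p = 0.00387, but adjusted p = 0.954 with an estimated correlation): 0 higher, 3 lower and 61 not called by brightest probe set. Adjusted over the list alone, 1 was higher and 20 were lower. NDUFB2 of complex I differed by -0.82 (SE 0.21, limma adjusted p = 0.01, 11 of 11 below the IFTA mean). COX8A and COX7C of complex IV differed by -0.95 (SE 0.21, limma adjusted p = 0.00492, 11 of 11 below the IFTA mean) and -0.72 (SE 0.17, limma adjusted p = 0.00752, 11 of 11 below the IFTA mean). COX7C differed by -0.25 by its brightest probe set (limma adjusted p = 0.387), which was not called. The list difference turned with the GAPDH 3':5' covariate (adjusted p = 0.0844) and with the index (adjusted p = 0.0277). Without the 4 CNIT arrays above the ratio of 3 it was not called (adjusted p = 0.27). Fatty acid beta-oxidation did not differ by the test between CNIT and IFTA, with a mean of 0.05 (limma camera adjusted p = 0.789) and 0 higher, 0 lower and 22 not called by brightest probe set. HADH differed by -0.04 and EHHADH by 0.74 (limma adjusted p = 0.935 and 0.0821). HADH differed by 0.10 by its brightest probe set (limma adjusted p = 0.716), which was not called.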

Mitochondrial dysfunction and oxidative phosphorylation were the most highly enriched among CNIT vs. Normal samples (*p* = 2.92 × 10^−32^ and *p* = 3.52 × 10^−43^, respectively), while the fatty acid B-oxidation I pathway (*p* = 1.5 × 10^−7^) was predominantly expressed among IFTA samples. 

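The 13 Fc receptor phagocytosis genes had a mean change of 0.34 in CNIT (limma camera adjusted p = 0.0722). Of these, 2 were called higher, 0 were called lower and 11 were not called by brightest probe set, and 6 were higher and 1 lower adjusted over the list alone. FGR, a Src-family kinase of myeloid cells, rose by 0.93 (SE 0.21, adjusted p = 0.00202, 10 of 11 above the Normal mean). FYB1, an adaptor that links receptors to actin, rose by 1.05 (SE 0.28, adjusted p = 0.00561, 10 of 11 above the Normal mean). FCGR2A, an Fc receptor, changed by 0.70 and PIK3CG, a leukocyte PI3 kinase, by 0.60 (adjusted p = 0.0118 and 0.0573), not called. The 22 genes of Arp2/3 and actin, which build the phagocytic cup, had a mean of -0.09 (limma camera adjusted p = 0.229): 0 higher, 1 lower and 21 not called by brightest probe set, and 0 higher and 2 lower by any probe set. ARPC4, an Arp2/3 subunit, changed by -0.66 (SE 0.07, adjusted p = 2.72e-06, 11 of 11 below the Normal mean). RAC1, the GTPase upstream of it, changed by -0.38 (SE 0.08, adjusted p = 0.000555, 11 of 11 below the Normal mean), under 1.5-fold.
In IFTA the Fc receptor list rose by 0.51 (limma camera adjusted p = 0.000592, but adjusted p = 0.21 with an estimated correlation). Of these, 2 were called higher, 0 were called lower and 11 were not called by brightest probe set, and 9 were higher adjusted over the list alone. LYN, a kinase of Fc receptors, rose by 0.76 (SE 0.18, limma adjusted p = 0.0235, 7 of 7 above the Normal mean). Arp2/3 and actin had a mean of 0.09 in IFTA (limma camera adjusted p = 0.387): 1 higher, 0 lower and 21 not called by brightest probe set, and 2 higher and 0 lower by any probe set. RAC2, a GTPase of leukocytes, rose by 0.94 (SE 0.24, limma adjusted p = 0.0277, 7 of 7 above the Normal mean). Leukocyte markers shifted up in the same IFTA arrays, with list means of 0.70 for T cells (limma camera adjusted p = 0.00457, but adjusted p = 0.502 with an estimated correlation), 0.58 for NK and cytotoxic cells (limma camera adjusted p = 0.00804, but adjusted p = 0.429 with an estimated correlation), 0.39 for macrophages (limma camera adjusted p = 0.0121, but adjusted p = 0.483 with an estimated correlation) and 0.46 for neutrophils (limma camera adjusted p = 0.00234, but adjusted p = 0.21 with an estimated correlation). Tested directly, CNIT and IFTA showed no difference that passed the test in the Fc receptor list (-0.17, limma camera adjusted p = 0.475).
Ribosomal protein genes were lower in CNIT than in IFTA, with a mean difference of -0.40 (limma camera adjusted p = 4.93e-11, but adjusted p = 0.954 with an estimated correlation). Of these, 0 were called higher, 13 were called lower and 38 were not called by brightest probe set, and 34 were lower adjusted over the list alone. RPLP2 differed by -0.83 (SE 0.19, limma adjusted p = 0.00664, 11 of 11 below the IFTA mean) and RPL27A by -0.80 (limma adjusted p = 0.00226). That difference was not called with the GAPDH 3':5' covariate (adjusted p = 0.749) or the index (adjusted p = 0.944). IFTA against Normal gave a mean of -0.11 (limma camera adjusted p = 0.0157, but adjusted p = 0.767 with an estimated correlation), with 0 higher, 0 lower and 51 not called by brightest probe set. Its direction reversed under cyclic loess (adjusted p = 0.792).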

By activation z-score, Fc receptor-mediated phagocytosis in macrophages and monocytes, phospholipase C signaling, integrin signaling, and EIF2 signaling were all canonical pathways that were distinctly inhibited in the CNIT vs. Normal comparison.

Then, differentially expressed genes for each of the three comparisons were analyzed for overlapping (common) genes. 

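Between CNIT and IFTA 148 called genes overlapped: 25 higher in both, 122 lower in both and 1 in opposite directions, higher in CNIT and lower in IFTA. Independent lists of these sizes would give 5.55 higher in both, 14.8 lower in both and 19.8 in opposite directions. The 379 IFTA genes behind the overlap fall to 3 without IFTA replicate 25, 5 without replicate 24 and 111 without replicate 23, so the overlap rests on single arrays. Genes in the overlap include THBD, higher by 1.02 in CNIT (adjusted p = 0.000406), and FMO5, which changed by -1.26 (adjusted p = 0.000928), whose IFTA changes go the same way. CRYL1, a dehydrogenase of glucuronate breakdown, changed by -1.10 (SE 0.17, adjusted p = 4.38e-05, 11 of 11 below the Normal mean) in CNIT and was lower in IFTA too. FMO5 changed by -0.65 by its brightest probe set (adjusted p = 0.0255), which was not called.
Both comparisons use the same 12 Normal arrays, which makes their changes agree by itself. Over all tested probe sets the CNIT and IFTA changes correlated at 0.477, against 0.425 (range 0.397 to 0.435 in 20 draws) in simulated data with shared Normals and no group effect; the covariance was 0.0598 against 0.0125. With the Normals split between the comparisons the correlation was 0.316 (0.0807 to 0.562) and the covariance 0.0439 (0.0138 to 0.0656). Of called probe sets 27 were higher and 138 lower in both, against 5.31 and 13.2 for independent lists. Split Normals gave 0 (0 to 10) and 0.5 (0 to 75), where a median of 1394 probe sets was called for CNIT and 1 for IFTA.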

By eliminating overlapping genes, a list of unique genes was identified for each of the conditions. A total of 66 genes were common among all three conditions. 

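Of the 379 IFTA genes, 231 (61%) were not called in CNIT; acute rejection samples are not analysed here, so this set is wider than the paper's. The 379 depend on single IFTA arrays, with 3, 5 or 111 genes left without 1 of 3 of them. ADI1, a dioxygenase of methionine salvage, changed in IFTA by -1.66 (SE 0.41, limma adjusted p = 0.0276, 7 of 7 below the Normal mean), and CNIT exceeded IFTA by 1.56 (SE 0.28, limma adjusted p = 0.00143, 11 of 11 above the IFTA mean). ABAT, a mitochondrial GABA transaminase, changed in IFTA by -1.74 (SE 0.44, limma adjusted p = 0.0284, 7 of 7 below the Normal mean) against -0.53 in CNIT (adjusted p = 0.144). The direct difference of 1.21 was not called (limma adjusted p = 0.0418). ABAT changed in IFTA by -0.68 by its brightest probe set (limma adjusted p = 0.131), which was not called. KL, the ageing-related hormone klotho of the distal tubule, changed in IFTA by -1.21 (SE 0.29, limma adjusted p = 0.0252, 7 of 7 below the Normal mean) and in CNIT by -0.95 (adjusted p = 0.0136). The 2 groups differed by 0.26 (limma adjusted p = 0.591). HSPE1, a mitochondrial chaperone, changed in IFTA by -1.04 (SE 0.20, limma adjusted p = 0.021, 7 of 7 below the Normal mean).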

There were 418 (61.7%) unique AR genes and 107 (37.5%) unique IFTA genes. 

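Of the 1258 CNIT genes, 1110 (88.2%) were not called in IFTA; acute rejection genes were not removed from this set. Absence of a call in IFTA is not a difference from IFTA, so the 1110 were also tested directly. Of them 818 differed between CNIT and IFTA at an unadjusted p under 0.05, 674 at a false discovery rate of 5%, and 398 were called. These genes were chosen on the same arrays, which tilts the direct test towards a difference. Over all 22215 tested probe sets, 7879 differed at an unadjusted p under 0.05. CNIT and IFTA also differ in RNA integrity, by 0.51 in the GAPDH 3':5' gap (exact permutation p = 0.000126). With that gap as a covariate limma called 1 probe set between them, with 5608 at an unadjusted p under 0.05, and with the index of the GAPDH and ACTB gaps, chosen after the values were seen, 0 and 573. Over the called probe sets the median absolute change was 0.75 without a covariate and 0.75 with the GAPDH gap, 100% in the same direction, while the median SE went from 0.16 to 0.25. With the index it was 0.39 with a median SE of 0.33, and 94.6% kept their direction. ARMC8 differed by 1.17 (SE 0.13, limma adjusted p = 0.000181, 11 of 11 above the IFTA mean) and EXO5 by 1.25 (SE 0.17, limma adjusted p = 0.000265, 11 of 11 above the IFTA mean). ARMC8 differed by 0.18 by its brightest probe set (limma adjusted p = 0.36), which was not called. PLAU, lower in CNIT than in Normal, was also lower than in IFTA, with a difference of -1.59 (SE 0.32, limma adjusted p = 0.00278, 11 of 11 below the IFTA mean). ENO1 differed by -1.18 (SE 0.19, limma adjusted p = 0.000815, 11 of 11 below the IFTA mean). FKBP5, also not called in IFTA, did not differ by the test (0.97 (SE 0.51, limma adjusted p = 0.177, 8 of 11 above the IFTA mean)).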

The list of 1245 (84.0%) unique CNIT genes was analyzed separately in IPA and was used for consequent data integration analyses with miRNA microarrays.

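The CNIT genes not called in IFTA include 33 of the 46 oxidative phosphorylation genes called lower in CNIT: 14 of 17 for complex I, 0 of 1 for II, 5 of 6 for III, 9 of 12 for IV and 5 of 10 for V. All 21 ribosomal protein genes called lower in CNIT were not called in IFTA. Mitochondrial defence and the outer membrane, chosen on these samples, kept 6 of 7 called genes, the proteasome 7 of 9, fatty acid beta-oxidation 8 of 13 and the TCA cycle 1 of 4. Among all 1258 CNIT genes 88.2% were not called in IFTA, a larger share than in any of these lists but the ribosomal one. In the other direction, 1 of the 14 oxidative phosphorylation genes and 3 of the 8 beta-oxidation genes called lower in IFTA were not called in CNIT. These counts were added after the data were seen, and they depend on the IFTA calls, which rest on single arrays: 3, 5 or 111 genes stayed called without 1 of 3 IFTA arrays. For genes among them the direct difference between CNIT and IFTA varied. PINK1 differed by -0.66 (SE 0.13, limma adjusted p = 0.00194, 11 of 11 below the IFTA mean), RPS15 by -0.70 (SE 0.15, limma adjusted p = 0.00398, 11 of 11 below the IFTA mean) and RPS29 by -0.65 (limma adjusted p = 0.00968). CYC1 at -0.55 and UQCR11 at -0.65 were not called (limma adjusted p = 0.0327 and 0.0175).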

Analysis of CNIT-specific genes demonstrated a preservation of the top canonical pathways seen previously in the original CNIT vs. Normal data, including mitochondrial dysfunction, oxidative phosphorylation, and EIF2 signaling pathways. Additional gene pathways highly expressed among these CNIT genes included regulation of eIF4 and p70S6K signaling and remodeling of epithelial adherens junctions. 

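Genes of adherens junction remodeling moved both ways in CNIT. The beta-tubulin TUBB changed by -0.72 (SE 0.12, adjusted p = 7.26e-05, 11 of 11 below the Normal mean). The alpha-tubulins TUBA1B and TUBA1C changed by -0.65 (SE 0.12, adjusted p = 0.000308, 11 of 11 below the Normal mean) and -0.65 (adjusted p = 0.000364). DNM1, a dynamin that pinches off endocytic vesicles, rose by 1.17 (SE 0.18, adjusted p = 5.58e-05, 11 of 11 above the Normal mean). Over 17 genes the mean change was -0.16 (limma camera adjusted p = 0.0262, but adjusted p = 0.458 with an estimated correlation). Of these, 1 were called higher, 3 were called lower and 13 were not called by brightest probe set, and 2 were higher and 8 lower adjusted over the list alone. The 3 tubulin probe sets are of the _x_at kind, which may bind several transcripts. The call ended with the brightest probe set without _x_at (adjusted p = 0.366), cyclic loess (0.383) and the replicate block (0.0604). It also ended with the index (0.0994) and without the 4 CNIT arrays above the ratio of 3 (0.128), both chosen after the values were seen. With the index the list mean stayed at -0.16, with an interval of -0.46 to 0.15 beside -0.29 to -0.03 without it. The direction of the list turned with the GAPDH 3':5' covariate (adjusted p = 0.948). Tested directly, TUBB was lower in CNIT than in IFTA, with a difference of -0.79 (SE 0.13, limma adjusted p = 0.000817, 11 of 11 below the IFTA mean), and the list differed by -0.12 (limma camera adjusted p = 0.455).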

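MAPT, the microtubule-binding protein tau, was lower in CNIT by 1 of its probe sets, with a change of -1.09 (SE 0.25, adjusted p = 0.00215, 10 of 11 below the Normal mean), from 6.50 ± 0.61 (SD, n = 12) to 5.41 ± 0.69 (SD, n = 11). Its brightest probe set changed by 0.07 (SE 0.29, adjusted p = 0.883, 5 of 11 above the Normal mean) and was not called. With the 3':5' index in the model the called probe set turned to 0.31. The paper lists MAPT among its leading upstream regulators, a result on downstream genes that MAPT RNA does not report.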

RICTOR also remained the top upstream regulator (*p* = 1.01 × 10^−26^), while HNF4A, TP53, MYCN, and MAPT continued to be among the list of the top ten significant upstream regulators. TGFB1 and LONP1, a gene that encodes a mitochondrial matrix peptidase, were also among this list. 

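LONP1, the protease that degrades oxidised proteins of the mitochondrial matrix, changed in CNIT by -0.40 (SE 0.11, adjusted p = 0.00646, 10 of 11 below the Normal mean), short of the thresholds, from 6.95 ± 0.23 (SD, n = 12) to 6.55 ± 0.27 (SD, n = 11). Against IFTA its change was -0.39 (SE 0.12, limma adjusted p = 0.0294, 10 of 11 below the IFTA mean), not called.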

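The 16 NRF2 target genes measured shifted down in CNIT, with a mean change of -0.24 (limma camera adjusted p = 0.0183, but adjusted p = 0.383 with an estimated correlation). Of these, 0 were called higher, 4 were called lower and 12 were not called by brightest probe set, with 0 higher and 5 lower by any probe set, and 6 were lower adjusted over the list alone. TXN, thioredoxin, changed by -1.03 (SE 0.14, adjusted p = 1.25e-05, 11 of 11 below the Normal mean). TALDO1, a transaldolase of the pentose phosphate pathway, changed by -0.68 (SE 0.11, adjusted p = 8.08e-05, 11 of 11 below the Normal mean). PGD, which makes NADPH, and EPHX1, an epoxide hydrolase, changed by -0.59 (SE 0.13, adjusted p = 0.0014, 11 of 11 below the Normal mean) and -0.67 (SE 0.17, adjusted p = 0.00333, 10 of 11 below the Normal mean). With the GAPDH 3':5' covariate they turned to 0.16 and 0.12. The list too changed direction with that covariate (adjusted p = 0.88), and cyclic loess left it at an adjusted p of 0.0552. In IFTA the NRF2 list fell, with a mean of -0.30 (limma camera adjusted p = 0.000307, but adjusted p = 0.21 with an estimated correlation), with 0 higher, 1 lower and 15 not called by brightest probe set. TXN in IFTA changed by -0.87 (SE 0.15, limma adjusted p = 0.021, 7 of 7 below the Normal mean).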

Evaluation of the top tox lists in IPA identified mitochondrial dysfunction, renal necrosis/cell death, NRF-mediated oxidative stress response, and aryl hydrocarbon receptor signaling as overexpressed gene sets in CNIT samples.

### 2.5. Integrative Analysis (miRNA–mRNA Interactions)

Data integration was performed using unique CNIT genes and differentially expressed miRNAs between CNIT and Normal groups. This generated a filtered list (experimentally observed and with appropriate expression directionality) of 13 miRNAs and their 33 mRNA targets. 

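The target genes rose in CNIT: of 30 measured, 22 (73.3%) were called higher by at least 1 probe set (Fisher adjusted p = 6.32e-21), but the study chose this panel on these samples. CHORDC1, an HSP90 co-chaperone, rose by 1.28 (SE 0.19, adjusted p = 3.23e-05, 11 of 11 above the Normal mean). BMP2K, a kinase of bone differentiation, rose by 1.12 (SE 0.19, adjusted p = 0.000123, 11 of 11 above the Normal mean). HNRNPM, a splicing regulator, rose by 1.59 (SE 0.19, adjusted p = 4.16e-06, 11 of 11 above the Normal mean), but its brightest probe set changed by 0.04 (adjusted p = 0.77). CCNA2, a cyclin of S phase, rose by 0.88 (SE 0.14, adjusted p = 8.08e-05, 11 of 11 above the Normal mean). PMS1, a mismatch repair protein, rose by 0.82 (SE 0.14, adjusted p = 0.000146, 10 of 11 above the Normal mean). LUZP1, an actin-binding protein, rose by 0.80 (SE 0.09, adjusted p = 2.76e-06, 11 of 11 above the Normal mean). TBK1 0.69 (SE 0.09, adjusted p = 9.84e-06, 11 of 11), TIA1 0.69 (SE 0.13, adjusted p = 0.000256, 11 of 11) and MAP3K12 0.64 (SE 0.10, adjusted p = 2.94e-05, 11 of 11) rose as well. So did ZBTB7A 0.66 (SE 0.09, adjusted p = 1.26e-05, 11 of 11), SKAP2 0.79 (SE 0.11, adjusted p = 2e-05, 11 of 11) and CXCL8 0.63 (SE 0.15, adjusted p = 0.00256, 11 of 11). DMTF1, BNIP2 and FUBP1 rose by 0.86, 0.60 and 0.62 (adjusted p = 0.000434, 0.00283 and 0.00226). They turned to -0.17, -0.13 and -0.17 with the 3':5' index. IGFBP5, a binding protein of insulin-like growth factors, was lower, with a change of -0.72 (SE 0.17, adjusted p = 0.00326, 10 of 11 below the Normal mean). The brightest probe sets of FUBP1, ZBTB7A, MAP3K12, SKAP2 and IGFBP5 changed by 0.0076, 0.20, 0.41, 0.54 and -0.31 (adjusted p = 0.969, 0.0456, 0.0137, 0.000727 and 0.0903), and none of the 5 was called.
CALU, NIPAL2, NAA15 and GFM1 changed by 0.58, 0.58, 0.54 and 0.54 (adjusted p = 0.000564, 0.000585, 0.000949 and 0.00222), under 1.5-fold, and OTULINL by 0.37 (adjusted p = 0.0695). By brightest probe sets the panel's mean was 0.46 (limma camera adjusted p = 1.43e-08, but adjusted p = 0.183 with an estimated correlation and 0.183 with the index). Of these, 13 were called higher, 0 were called lower and 17 were not called by brightest probe set, and 22 were higher and 2 lower adjusted over the list alone. CNIT exceeded IFTA by 0.32 (limma camera adjusted p = 6.13e-05, but adjusted p = 0.954 with an estimated correlation), with 7 higher, 0 lower and 23 not called by brightest probe set. CHORDC1 differed from IFTA by 1.48 (SE 0.19, limma adjusted p = 0.000206, 11 of 11 above the IFTA mean). IFTA against Normal gave 0.14 (limma camera adjusted p = 0.129), 0 higher, 0 lower and 30 not called by brightest probe set. miRNA arrays are not analysed here.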

An integrated network of each of these 13 miRNAs and their downstream up- and down-regulated genes are represented in Figure 4.

Then, these 13 miRNAs and 33 gene targets were further analyzed for biologic significance. First, the genes were examined for their role in canonical pathways. 

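SOD2, the superoxide dismutase of the mitochondrial matrix, rose in CNIT by 1.33 (SE 0.27, adjusted p = 0.000559, 11 of 11 above the Normal mean), from 4.30 ± 0.65 (SD, n = 12) to 5.64 ± 0.73 (SD, n = 11). The probe set carries several symbols and is named SOD2 after Table S1. No other probe set of SOD2 is given here, so its rise was not set beside a brighter one. MYC, a growth-promoting transcription factor, rose by 0.77 (SE 0.18, adjusted p = 0.00197, 10 of 11 above the Normal mean). AGO4, an Argonaute protein of miRNA silencing, rose by 0.61 (SE 0.12, adjusted p = 0.000472, 11 of 11 above the Normal mean). APP, the amyloid precursor, changed by 0.56 (SE 0.10, adjusted p = 0.000172, 11 of 11 above the Normal mean), under 1.5-fold and so not called. CCND1, cyclin D1 of the G1 phase, was not called, with a change of -0.21 (SE 0.15, adjusted p = 0.335, 8 of 11 below the Normal mean). In IFTA the changes of SOD2, MYC and AGO4 were 0.81, 0.53 and 0.54 (limma adjusted p = 0.116, 0.0878 and 0.0243). Their differences between CNIT and IFTA of 0.52, 0.23 and 0.07 did not pass the test (limma adjusted p = 0.338, 0.433 and 0.741).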

SOD2 and APP were genes participating in mitochondrial dysfunction, while AGO4, CCND1, and MYC were identified as being involved with EIF2 signaling. The SOD2 gene is also included in superoxide radical degradation and NRF2-mediated oxidative stress response pathways. Then, specific tox lists were evaluated for both miRNA:mRNA pairs, with SOD2, APP, CCND1, miR-16-5p, and MYC being associated with the decreased transmembrane potential of mitochondria. APP was additionally identified as a gene related to increasing the permeability transition of the mitochondrial membrane. With particular attention to nephrotoxicity tox lists, APP, GFPT1, GRB10, MYC, SOD2, and TLR4 were identified as genes related to renal necrosis/cell death and apoptosis. 

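GRB10, an adaptor that restrains insulin receptor signalling, rose in CNIT by 1.12 (SE 0.19, adjusted p = 0.000122, 11 of 11 above the Normal mean) in 1 of its probe sets, from 5.08 ± 0.48 (SD, n = 12) to 6.21 ± 0.50 (SD, n = 11). Its brightest probe set changed by 0.19 (SE 0.15, adjusted p = 0.355, 8 of 11 above the Normal mean) and was not called. CNIT exceeded IFTA by 1.23 (SE 0.21, limma adjusted p = 0.000973, 11 of 11 above the IFTA mean) in the called probe set, while IFTA differed from Normal by -0.11 (limma adjusted p = 0.718).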

Based on a functional analysis for nephrotoxicity, the TLR4 gene was associated with ischemia–reperfusion injury and tubular injury, while GFPT1, TLR4, GFPT1, and SMAD4 genes were identified to be involved with glomerular injury. 

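PNN, a desmosome-associated splicing protein, gave opposite results by probe set in CNIT. One probe set rose by 1.79 (SE 0.19, adjusted p = 1.49e-06, 11 of 11 above the Normal mean), the largest called rise of a gene in CNIT, from 8.04 ± 0.47 (SD, n = 12) to 9.83 ± 0.48 (SD, n = 11). The brightest changed by -0.27 (SE 0.09, adjusted p = 0.0261, 10 of 11 below the Normal mean) and was not called. Against IFTA the rising probe set differed by 1.01 (SE 0.25, limma adjusted p = 0.00901, 11 of 11 above the IFTA mean).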

Other functions included renal fibrosis (SMAD4), renal cell proliferation (PNN), renal cell viability (APP), and hyperplasia (MYC). Using QPCR, we validated the increase in expression of SOD2 (*p* = 0.0161), CCND1 (*p* = 0.0113), GRB10 (*p* = 0.0653), and TLR4 (*p* = 0.0577) in CNIT samples when compared to Normal (Figure 5). GRB10 and TLR4 were not statistically significant, although a trend in significance was observed. This is likely due to the relatively small sample size and supports the need of larger studies for further validation of findings.

## 3. Discussion

This study presents a novel integrative approach to evaluate the molecular signature of CNIT in pediatric KT recipients. This study is the first to examine tissue profiles of CNIT in an exclusively pediatric KT cohort. CNIT is of particular clinical significance given its contributions to CRAD and associations with graft longevity.

Previously, our group reported the molecular profile of CNIT in adult KT recipients [28]. There is reason to believe that age-related and developmental differences in host immune system responses, drug handling (both pharmacokinetics and pharmacodynamics), primary kidney disease, and presence of concurrent cardiovascular co-morbidities may impact gene expression [29,30,31,32,33,34,35,36]. For instance, KT recipients less than 5–6 years of age often require higher CNI doses than older patients, which were potentially related to CYP3A maturation and activity [37,38,39,40]. Other reports have demonstrated more intense immune responsiveness among pediatric recipients, suggesting that the immunological milieu for the allograft may be affected by age [36,41,42]. Furthermore, children are prioritized to receive deceased donor kidneys with lower kidney donor profile index (KDPI) scores (<35%), and thus, the quality of the graft may influence gene expression [8]. Furthermore, the need for sensitive markers of allograft injury may be greater among children given that adult-sized grafts may mask damage that is not accompanied by an increase in serum creatinine [41]. While most biomarker research initially occurs in adult populations and then is extrapolated to children, this study demonstrates the value of primary pediatric biomarker discovery in transplantation.

The focus of this study was to identify molecular pathways associated with CNIT among pediatric KT recipients. We found mitochondrial dysfunction and oxidative phosphorylation to be the two central gene pathways in kidneys with CNIT, even following the elimination of commonly differentially expressed genes among IFTA and AR. Specifically, ATP depletion, increased membrane permeability, and the production of reactive oxygen species emerged as key biological processes enriched in CNIT samples. Based on in silico modeling, inhibition of genes involved in complexes I–IV of the electron transport chain predicted the downstream effect of apoptosis activation via caspases 3, 8, and 9 and cytochrome C. EIF2 signaling was also robustly inhibited in CNIT-specific genes. Among the functions of the EIF2 pathway is to serve as an mRNA translational checkpoint as part of an integrated cellular stress response [43]. Upon exposure to environmental stress, the phosphorylation of EIF2 precludes the formation of the 43S pre-initiation complex required for translation, which is a homeostatic mechanism to down-regulate protein synthesis in cellular injury [44]. Here, the inhibited expression pattern of EIF2 suggests a global reduction in protein synthesis.

Our upstream regulator analysis identified RICTOR as the top activated regulator among CNIT-specific genes. RICTOR, as a subunit of MTORC2, has been shown to have a significant role in actin cytoskeleton organization [45,46,47]. Recently, RICTOR has been implicated in renal fibrosis development, specifically in association with TGFB1-induced fibroblast activation and epithelial–mesenchymal transition [48,49]. Previous studies have highlighted the biologic connection between RICTOR/MTORC2 and mitochondrial activity [50]. MTORC2 has been localized to both endoplasmic reticulum and mitochondria, but it has a functional relationship to mitochondria through Akt phosphorylation [50,51,52]. The RICTOR/MTORC2 complex phosphorylates Akt, a serine/threonine kinase involved in cell death and cell cycle progression [52,53,54]. Both the inhibition and activation of Akt have been associated with apoptosis and increased vulnerability to oxidative stress [55,56]. Our results demonstrate that RICTOR may be an important upstream regulator involved in the cross-talk among these pathways, with roles in both mitochondrial dysfunction and fibrosis development.

Although it was not our primary objective to characterize the molecular profiles of AR and IFTA samples, we did observe distinct gene expression patterns within these groups. Unsurprisingly, the principal gene pathways in AR were related to immunity and inflammation, including activation of Th1/Th2 alloresponse, iCOS signaling in T Helper Cells, and NK cell signaling. Predicted significant upstream regulators were cytokines (IL-2, IL-15, and interferon-gamma). IFTA samples were distinguished by gene pathways and molecular functions associated with decreased metabolism (specifically, lipid metabolism) and energy production, which is largely in concordance with previous reports [56,57,58].

There has been an emerging focus on mitochondria as key arbitrators of both acute kidney injury and chronic kidney diseases [59,60,61]. With regard to CNIT, the association between mitochondrial dysfunction and CNIs has been previously described by others [18,62,63,64,65,66,67,68]. While it remains unknown whether the observed mitochondrial dysfunction is secondary to endothelial damage associated with ischemia (i.e., CNI vasculopathy) or direct tubular toxicity, the findings of our study support the assertion that mitochondrial oxidative phosphorylation defects play a role as one of the central mechanisms of CNIT development. Given that the proximal tubular epithelium is mitochondria-rich and highly ATP-dependent, these cells may be particularly damaged as a result of CNIT [69,70,71]. However, oxidative stress has also been linked with endothelial dysfunction in CNIT, with a recent paper highlighting the role of TLR4 signaling and induction of vascular inflammation (TLR4 gene up-regulated in our data) [72].

Previous investigations of mitochondria and CNIT have utilized animal or in vitro models, making this among the first studies to demonstrate mitochondrial dysfunction in association with CNIT by evaluating gene pathways in human tissue. Our focus on canonical pathways permits the study of expression patterns of genes of interest within those pathways. Furthermore, our approach allows for the identification of important mRNA–miRNA interactions in association with these gene pathways and biological functions, incorporating yet another -omics layer to further delineate the molecular mechanisms of CNIT. Of the 13 miRNAs identified in the integrative network, several have been cited in the literature as being regulators of mitochondrial activity, including miR-16-5p, the miR-30 family, miR-26, and miR-24 [73,74,75,76].

The findings in this study are strengthened by the systems biology holistic approach. Systems biology is an essential schema for the evaluation of interrelated networks derived from multi-omic data representing multiple layers of genomic regulation [77,78]. Such a framework is necessary for understanding the KT model, given the complex and dynamic interactions between recipient host and donor allograft. This study investigated the interaction between two layers of –omic regulation (miRNAs and their mRNA targets in the same samples) to further understand the molecular underpinnings of the CNIT transcriptome. Our secondary objective was to identify a panel of candidate miRNA–mRNA targets among CNIT-specific genes to provide the basis to facilitate diagnostic biomarker discovery and prospective study. A biomarker panel comprised of miRNAs holds additional promise as a therapeutic target by utilizing antagomirs as drugs to suppress miRNA expression [79,80]. Therefore, identifying key miRNAs in CNIT may represent a path toward drug development in ameliorating its nephrotoxicity.

It is important to note that this pilot study does have the additional strength of inclusion of archival tissue samples. Formalin-fixed paraffin-embedded (FFPE) tissue samples are readily available, pose no additional risk to patients, and mitigate the challenge of obtaining adequate fresh tissue specimens for study. Additionally, archived FFPE tissue blocks represent a vast resource given its existence as part of highly annotated repositories/tissue banks. The amount of tissue used as RNA input was minimal (two to three 10-micron sections), preventing the risk of “exhausting” the sample and allowing use of small biopsy cores. Over the past several years, archived FFPE samples have emerged as a suitable tissue source for various -omics platforms as a result of advances in RNA and DNA isolation technology [81,82,83,84]. This study demonstrates the successful utilization of FFPE samples as an RNA source for both gene expression and miRNA microarrays.

The limitations of the study include its small sample size and cross-sectional study design. Nonetheless, our study is one of the first of its kind to be performed in an exclusively pediatric KT cohort, with the use of only well-characterized biopsy samples (i.e., only samples without mixed diagnoses were utilized). The reported findings are based on a cross-sectional examination of transcriptomic and epigenetic changes associated with pediatric CNIT, and they are intended to serve as a framework for future studies that will improve the knowledge of pertinent molecular pathways. An essential next step will be to validate the identified panel of markers in a large, prospective pediatric cohort with protocol biopsies and well-defined clinical and demographic characteristics.

## 4. Materials and Methods

### 4.1. Study Cohort

Thirty-eight FFPE kidney biopsies from pediatric KT recipients were available for study, 12 of which represented cases with CNIT. Normal allografts served as negative controls (*n* = 12), while 14 samples made up the positive control group, which functioned to determine marker/pathway specificity, including AR group (*n* = 7) and IFTA group (*n* = 7). The AR group included 5 patients with acute cellular rejection (ACR) and 2 patients with antibody-mediated rejection (AMR).

Of the 38 biopsy samples utilized for gene expression, 1 CNIT sample did not pass hybridization quality control with a %P of < 50%. The final dataset for gene expression was comprised of 37 total samples (11 CNIT; 12 Normal; 7 AR; 7 IFTA). All 15 miRNA microarrays were utilized for analysis.

No subjects were recruited as part of this study, and only de-identified archival FFPE tissue blocks were utilized. This study was verified by the Institutional Review Board at the University of Virginia (IRB-HSR # 18482) to meet the criteria for review exemption. Inclusion criteria for participation in this study include patients ≤18 years of age with biopsies taken over 6 months post-transplantation. Normal allograft protocol biopsies were taken 12 months post-transplantation.

CNIT was defined by the histological features of isometric vacuolization of the proximal convoluted tubules, nodular hyalinization of arterioles and small arteries, or striped interstitial fibrosis—in the absence of rejection, acute tubular necrosis, and/or IFTA [20,85]. ACR, AMR, and IFTA were defined as specified by the Banff criteria [85,86,87].

### 4.2. RNA Isolation and Microarray Hybridization

Total RNA was isolated (High Pure RNA Paraffin Kit, Roche, IN, USA) per manufacturer instructions. For each sample, three 10-micron sections (de-paraffinized in xylene) were later pooled in order to increase RNA yield. Assessment of RNA concentration and purity was performed using spectrophotometry (NanoDrop ^®^ 1000). Only those samples demonstrating (1) enough quantity of RNA (>200 ng of RNA input) and (2) high-quality RNA (ratios of absorbance at 260 nm to 280 nm between 1.9 and 2.1) were considered suitable for downstream reactions. RNA was amplified and labeled (SensationPlus™ Kit; Affymetrix, Santa Clara, CA, USA), and consequently hybridized to miRNA and gene expression microarrays (Affymetrix™GeneChip HG-U133A 2.0 microarray, GeneChip miRNA v4.0 array, Santa Clara, CA, USA). Arrays were scanned with a GeneChip™ Scanner 3000 (GEO accession number GSE174020).

### 4.3. Gene Expression/miRNA Microarrays

All 38 biopsies were evaluated using gene expression microarrays. A subset of 15 biopsies was used for miRNA evaluation (*n* = 10 CNIT, *n* = 5 Normal). In order to further refine the molecular signature for CNIT, AR and IFTA samples were included for marker specificity as a “clean-up technique” to identify specific genes and pathways uniquely associated with CNIT and exclude common genes of allograft injury. The AR group was a composite of both ACR and AMR as representative of immune-mediated injury. IFTA was included as an archetype for chronic renal injury.

### 4.4. Gene Expression/miRNA Microarray Analysis and Quality Control

Raw intensities for each probeset were stored as electronic files (.CEL format). The robust multiarray average (RMA) method was used for background correction, which was followed by quantile normalization in the R environment [88,89,90,91]. A probeset level *t*-test was used to compare conditions. A *p*-value < 0.001 (<0.005 for miRNA microarrays) and q-value probeset-specific false discovery rate (FDR) ≤ 5% (Benjamini and Hochberg method [92,93]) were utilized to identify differentially expressed genes and miRNAs, respectively. Fold-change (genes ≥ 1.5 fold change and miRNAs ≥ 2) was used for relative quantification of gene and miRNA expression differences between groups. Only microarrays that passed quality control using intensity values of RNA spike-in controls were included.

Given the high likelihood of degraded RNA present in FFPE tissue, stringent hybridization quality control measures were applied [94]. The percentage of probesets declared present (%P) by the detection call algorithm: (cut-off > 50% ± 15%) and 3′:5′ ratios of the intensity values for glyceraldehyde-3-phosphate dehydrogenase (GAPDH) housekeeping gene (cut-off: ≤3).

### 4.5. Interaction Networks, Functional/Pathway Analysis, Upstream Regulators

Ingenuity Pathway Analysis™ (IPA, http://ingenuity.com, accessed 10 May 2021) software was used to identify experimentally verified and high confidence target gene interactions to define miRNA:mRNA pairs for input into pathway enrichment analysis. MiRNA and mRNA datasets were also integrated and subjected to network analyses by IPA to identify plausible associations and potential regulatory networks relating to the progression of CNIT. Specifically, gene ontology, disease relevance, and functional and network analyses were assessed. Predicted upstream regulators with significant overlap *p*-value (defined as the *p*-value associated with the degree of overlap between observed genes present in the dataset and predicted genes of an upstream regulator) were also identified. Separate analyses were performed for CNIT vs. Normal, IFTA vs. Normal, and AR vs. Normal. Then, a comparison analysis of the three conditions was evaluated, where overlapping differentially expressed genes represented common genes, while non-overlapping genes were considered unique. Statistical significance associated with networks, pathways, and functions was calculated in IPA using a Fisher’s exact test, with *p*-values < 0.05 considered significant. Predictions regarding the activation state of a function, molecule, or pathway were inferred using the IPA regulation z-score algorithm (positive and negative z-scores predict activation and inhibition respectively), which is computed based upon the observed directionality gene expression changes present in the dataset.

### 4.6. Data Integration Analysis

A separate analysis was performed using unique genes for CNIT (those remaining following the elimination of common genes expressed by IFTA and AR vs. Normal samples). Then, an integration step was carried out between differentially expressed miRNA (CNIT vs. Normal) and this dataset of unique CNIT genes (IPA microRNA Target Filter tool, which is based on content from TarBase, TargetScan, miRecords, and published literature). This analysis generated a signature of differentially expressed miRNAs and their target mRNAs present in both datasets. The final miRNA:mRNA pairs represented a filtered list of only those experimentally observed relationships pairing in the proper directions (upregulated miRNAs and their downregulated gene targets and vice versa).

## 5. Conclusions

Our results have identified mitochondrial dysfunction and oxidative phosphorylation defects to be central gene pathways involved in the pathogenesis of CNIT, with renal cell death/necrosis and energy failure/ATP depletion as salient biological functions. Additionally, we discovered a panel of miRNAs and their gene targets representing a candidate molecular signature of CNIT in pediatric KT recipients. Delineation of the molecular pathways specific for CNIT offers mechanistic insights into a clinically significant problem and is a necessary first step for the development of minimally invasive biomarkers, which may allow individualized immunosuppressive therapy and improve graft survival and quality of life for children.

## Figures and Tables

**Figure 1:**
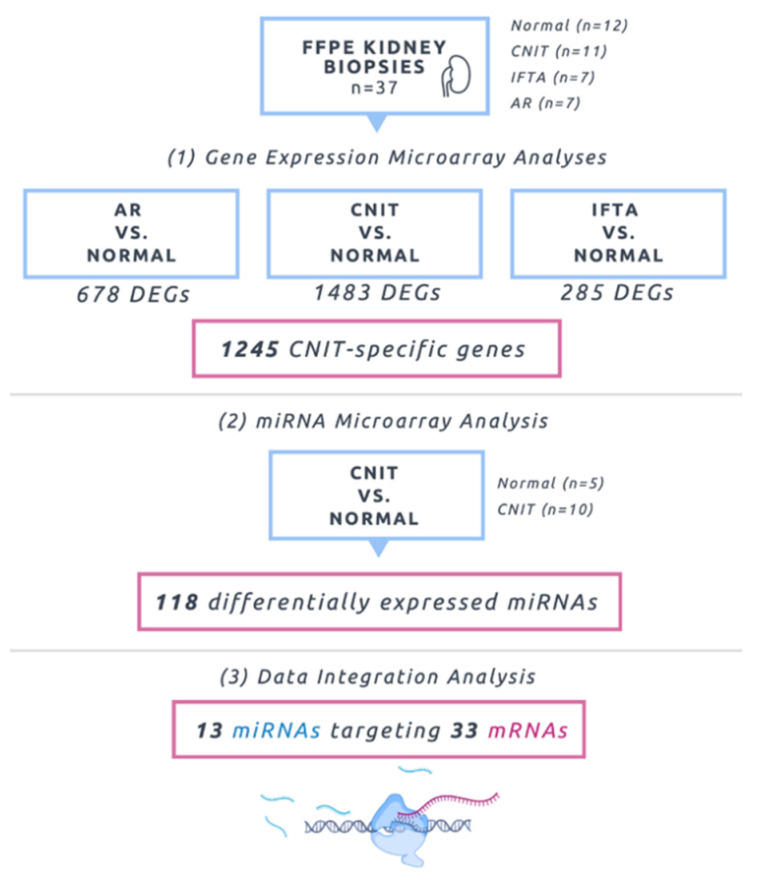
Gene expression microarrays of 37 formalin-fixed paraffin-embedded (FFPE) kidney biopsies, including Normal, calcineurin inhibitor nephrotoxicity (CNIT), interstitial fibrosis and tubular atrophy (IFTA), and acute rejection (AR), were analyzed. Then, CNIT-specific differentially expressed genes (DEGs) were integrated with 15 miRNA microarray profiles to identify miRNA–mRNA interactions.

**Figure 2:**
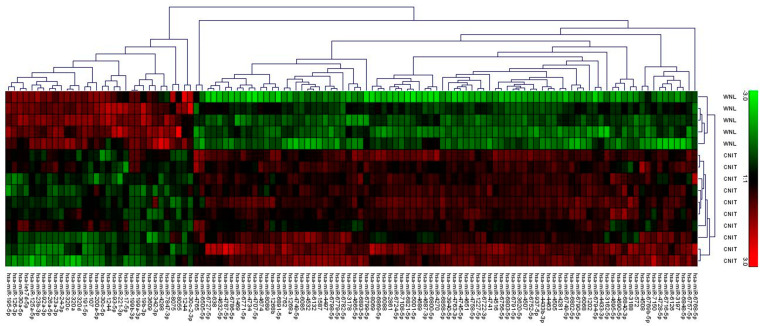
Hierarchical clustering analysis showing differentially expressed microRNAs between Normal (WNL) and CNIT allografts. MiRNA signatures in tissue samples differentiate between histological conditions.

**Figure 3:**
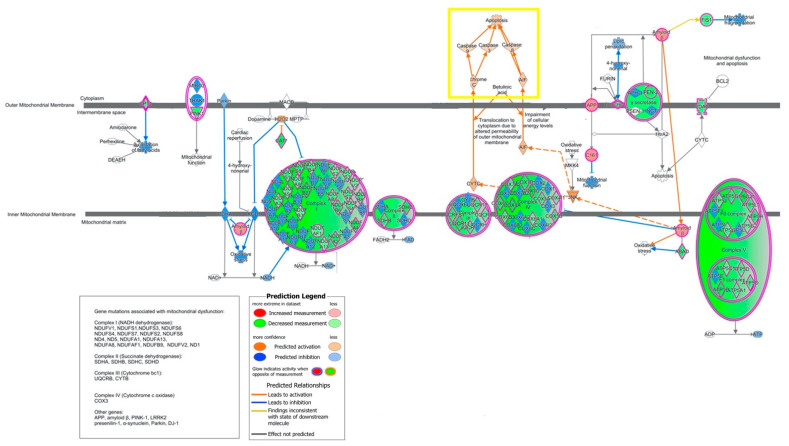
Molecule activity predictor (MAP) pathway analysis demonstrating mitochondrial dysfunction (*p* = 2.90 × 10^−32^) as one of the top pathways affected in CNIT samples. Genes associated with complexes I-V of the electron transport chain (green) were significantly downregulated. Caspases 3, 8, 9, and Cytochrome C (yellow box) are predicted to be activated, demonstrating the in-silico activation of apoptosis.

**Figure 4:**
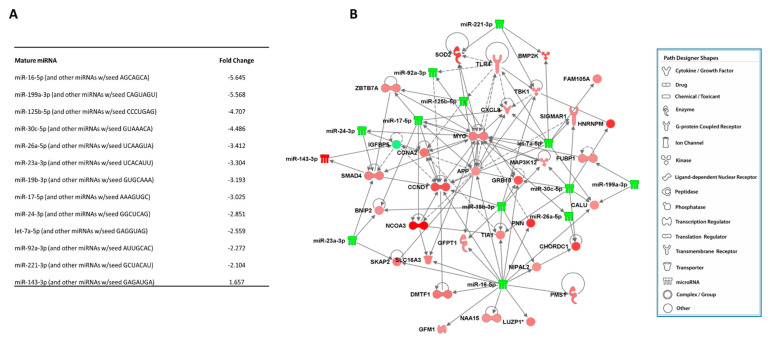
(**A**) List of 13 differentially expressed miRNAs in CNIT samples. (**B**) Integrated network of 13 miRNAs and their downstream up- (red) and down- (green) regulated genes.

**Figure 5:**
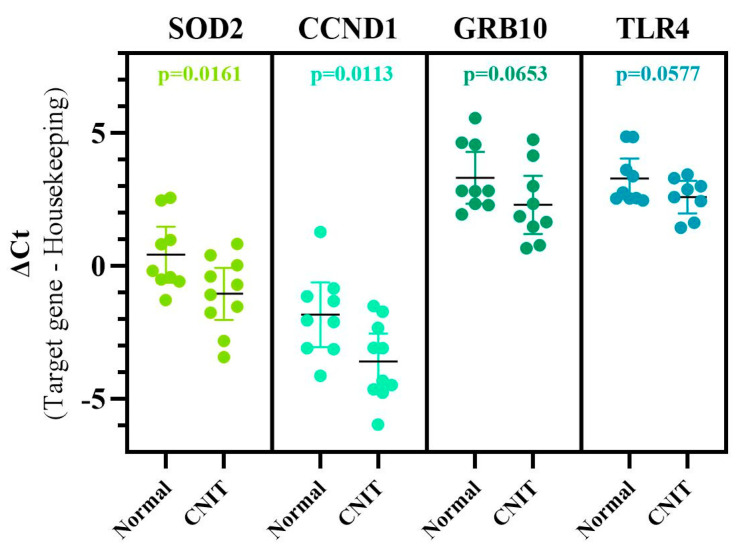
QPCR validation of four candidate genes using CNIT and Normal samples. Plotted with mean values and 95% confidence intervals. Gene expression normalized using the GAPDH housekeeping gene. A decrease in ΔCt represents an increase in gene expression. SOD2 and CCND1 were significantly upregulated, while GRB10 and TLR4 showed a trend in significance.

## Data Availability

Arrays were scanned with a GeneChip™ Scanner 3000 (GSE174020).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms22115414/s1. Figure S1: Top 10 canonical pathways of CNIT. Figure S2: Expected vs. observed oxidative phosphorylation pathway. Table S1: Differentially expressed probesets between CNIT and Normal samples (provided separately as Excel Sheet). Table S2: Differentially expressed CNIT-specific genes related to oxidative phosphorylation. Table S3: Differentially expressed miRNAs between CNIT and Normal samples.

How the deposited data were processed for this re-analysis (not part of the article)

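Kidney allograft RNA from formalin-fixed, paraffin-embedded biopsies was measured on Affymetrix HG-U133A 2.0 arrays. Of the groups in the paper, 11 CNIT, 7 IFTA and 12 Normal arrays were used here, 30 in all. The acute rejection arrays and the miRNA arrays were not used here. The sample titles number patients or cases within each group, so the arrays of a group were taken as separate patients, and p-values measure the spread between their biopsies.

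The values are log2 signals per probe set as deposited by the authors, who made them by RMA background correction of the raw intensities and quantile normalization between arrays. They carry 2 decimals. The authors left out 1 CNIT array with a low share of probe sets called present before this step. The files hold 22277 probe sets, of which 62 are control probe sets and 22215 were tested. A symbol came from the array annotation: 19064 tested probe sets carry 1 symbol, 1043 carry several and 2108 carry none. Those with 1 symbol stand for 11963 genes, and counts of genes use them alone. The paper's SOD2 probe set, which carries several symbols, was kept under that name because the paper lists it so. Correlations between arrays ran from 0.875 to 0.9895, and any pair of arrays differed in at least 21786 probe sets, so none is a copy of another. Signal over background and detection calls were not analysed here, so dim probe sets were left in and tested separately as described below.

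Each comparison used the arrays of its 2 groups alone. Means were compared per probe set with limma (version 3.58.1, functions lmFit and eBayes) in R 4.3.3. A probe set was called at the paper's thresholds: an unadjusted p under 0.001, a Benjamini-Hochberg false discovery rate of 5% or less and a change of at least 1.5-fold. The words rose, fell, higher and lower of a single gene refer to these calls. CNIT and IFTA were each compared with Normal and directly with each other. Standard errors come from the moderated variance of limma. A count such as 11 of 11 gives the arrays of the first group on one side of the mean of the second group.

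Sets of genes were tested with limma's camera, with the correlation between genes preset to 0.01. Each gene was represented by its brightest probe set over the 30 arrays. The adjusted p covers 52 sets within a comparison, and the threshold was 0.05. The adjusted p with the correlation estimated from the data is given as well. A one-sided Fisher's exact test asked whether called genes were enriched in a set, counting a gene as called when any of its probe sets was. Counts of set members called higher, lower or not at all use the brightest probe set, except where any called probe set is named. Some values are given adjusted over the members of a set alone, at a false discovery rate of 5%. The sets overlap, so their counts are not independent. The sets for the miRNA targets, the nephrotoxicity genes and the mitochondrial figure were chosen by the study on these samples.

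Named genes follow a rule. It takes the genes the paper names, the 10 called probe sets with the largest rise and the 10 with the largest fall against Normal in CNIT and in IFTA, and the 4 members with the largest change in each set described. Where the paper's supplement lists a dimmer probe set of a gene, that probe set is given as well. The supplement's fold changes had been seen when the rule was written. Genes linked to sex, to tissue type or to immune receptor segments were left out.

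RNA quality was measured by the control probe sets of GAPDH and ACTB, as the log2 signal at the 3' end minus that at the 5' end. Group means were compared by exact permutation, or by 1e+05 random permutations where the groups allow more. The 2 gaps were averaged into an index. Each was also entered in the models as a covariate.

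The tests, thresholds, gene sets and most alternatives were chosen before the deposited values were examined, but with the paper at hand. Its results come from these arrays and some sets were taken from it. The list tests are therefore not blind to the CNIT and Normal values. The named-gene rule was written with the supplement's fold changes in view, which come from these arrays too. The alternatives replaced the test, each threshold, the normalization, the filter on dim or ambiguous probe sets, the variance prior, the array weights, the probe set per gene and the set test. They also added the GAPDH gap as a covariate, took the replicate numbers as a block, and left out each array in turn. The closing part names those added later. The test was run on simulated data, random values with the mean and spread of each probe set, in which 200 probe sets were shifted. Of 100 probe sets shifted 2-fold, 95% were recovered for CNIT vs Normal, 88% for IFTA vs Normal and 90% for CNIT vs IFTA. Of 100 shifted 3-fold, 98%, 96% and 98% were recovered, with 2, 0 and 3 false calls. The simulation used the mean and spread of each probe set alone, without the correlation between genes or the quality differences of the real arrays. Its false calls therefore do not cover these. Among other splits of the real IFTA and Normal arrays, the highest count was 348. Patient details were not used.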

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

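The 3':5' index as a covariate, the host gene names and the removal of the farthest IFTA array were chosen only after the result was seen.

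Proximal tubule markers passed the list test in both diseases, though in CNIT not once RNA quality was in the model. The 21 proximal tubule genes, which carry out reabsorption and gluconeogenesis, had a mean change of -0.55 (limma camera adjusted p = 0.00191, but adjusted p = 0.667 with an estimated correlation) in CNIT. GATM, the first enzyme of creatine synthesis, fell to 8.07 ± 0.84 (SD, n = 11) from 9.55 ± 0.63 (SD, n = 12), a change of -1.48 (SE 0.28, adjusted p = 0.000386, 11 of 11 below the Normal mean). SLC7A9, a cystine transporter, changed by -1.06 (SE 0.26, adjusted p = 0.00389, 10 of 11 below the Normal mean), and SLC22A8, an organic anion transporter, was not called, at -1.25 (SE 0.34, adjusted p = 0.00746, 10 of 11 below the Normal mean). In CNIT 0 were called higher, 5 were called lower and 16 were not called by brightest probe set. By any called probe set 6 of 21 were lower in CNIT (Fisher adjusted p = 0.00514). The CNIT call was lost with the GAPDH 3':5' covariate (adjusted p = 0.51) and with fry (0.0546), and with the index the list reversed (0.647) and SLC7A9 turned to 0.086. In IFTA the mean was -0.86 (limma camera adjusted p = 9.91e-10, but adjusted p = 0.21 with an estimated correlation), with 8 of 21 genes lower by any called probe set (Fisher adjusted p = 5.13e-07). The IFTA call stayed with the GAPDH covariate (adjusted p = 2.07e-10) and the index (8.26e-09). GATM changed there by -1.13 (SE 0.29, limma adjusted p = 0.0285, 7 of 7 below the Normal mean) and SLC7A9 by -1.19 (SE 0.29, limma adjusted p = 0.026, 7 of 7 below the Normal mean). The CNIT and IFTA changes of this list did not differ by the test, with a mean of 0.31 (limma camera adjusted p = 0.142). The 5 intercalated cell genes had a mean of -0.50 (limma camera adjusted p = 0.022, but adjusted p = 0.307 with an estimated correlation) in IFTA, and none of the 5 was called: SLC4A1, the anion exchanger, changed by -0.69 (SE 0.28, limma adjusted p = 0.0985, 7 of 7 below the Normal mean).

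Leukocyte lists passed the list test in CNIT against Normal allografts, but none of the 4 kept its call once RNA quality was in the model. Some of their means stayed about as large, as given below. The 8 neutrophil genes had a mean of 0.56 (limma camera adjusted p = 0.00151, but adjusted p = 0.183 with an estimated correlation). C5AR1, the receptor for complement C5a, rose by 1.33 (SE 0.16, adjusted p = 5.78e-06, 11 of 11 above the Normal mean). S100A9, a calcium-binding protein of neutrophils, rose by 0.81 (SE 0.21, adjusted p = 0.00595, 10 of 11 above the Normal mean) but turned to -0.36 with the GAPDH 3':5' covariate. The 13 macrophage genes had a mean of 0.47 (limma camera adjusted p = 0.0221, but adjusted p = 0.679 with an estimated correlation), with ITGAM, an integrin subunit, the 1 called by its brightest probe set, at 0.73 (SE 0.19, adjusted p = 0.00498, 10 of 11 above the Normal mean). By any probe set 2 were called. The 10 T cell genes had a mean of 0.54 (limma camera adjusted p = 0.0274, but adjusted p = 0.679 with an estimated correlation) and the 8 NK and cytotoxic genes 0.41 (limma camera adjusted p = 0.0479, but adjusted p = 0.675 with an estimated correlation). No gene of these 2 lists was called by its brightest probe set. CD3E, a subunit of the T cell receptor complex, was not called, at 1.11 (SE 0.39, adjusted p = 0.0366, 9 of 11 above the Normal mean). With the GAPDH 3':5' covariate the adjusted p was 0.244 for neutrophils, 0.13 for macrophages, 0.642 for T cells and 0.233 for NK and cytotoxic cells. With the index it was 0.0572 for neutrophils, 0.729 for macrophages, 0.912 for T cells and 0.0994 for NK and cytotoxic cells. With fry it was 0.096 for macrophages, 0.107 for T cells and 0.0741 for NK and cytotoxic cells. T cells lost their call with cyclic loess as well (0.0552), and NK and cytotoxic cells with cyclic loess (0.0777), the brightest probe set without _x_at (0.0683) and array weights (0.0513). With the GAPDH covariate the means went to 0.03 for neutrophils, 0.39 for macrophages, 0.22 for T cells and 0.36 for NK and cytotoxic cells. With the index they went to 0.37, 0.07, 0.08 and 0.53 in that order. These means were computed after the result was seen, and their intervals were wider than without a covariate. For NK and cytotoxic cells the call was thus lost while the mean stayed about as large.

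Leukocyte lists passed the test in IFTA too, along with B and plasma cells, which did not pass in CNIT (mean 0.36, limma camera adjusted p = 0.278). The mean was 0.70 (limma camera adjusted p = 0.00457, but adjusted p = 0.502 with an estimated correlation) for T cells, 0.58 (limma camera adjusted p = 0.00804, but adjusted p = 0.429 with an estimated correlation) for NK and cytotoxic cells and 0.65 (limma camera adjusted p = 0.00925, but adjusted p = 0.307 with an estimated correlation) for B and plasma cells. It was 0.39 (limma camera adjusted p = 0.0121, but adjusted p = 0.483 with an estimated correlation) for macrophages and 0.46 (limma camera adjusted p = 0.00234, but adjusted p = 0.21 with an estimated correlation) for neutrophils. With the GAPDH covariate the calls ended for T cells (adjusted p = 0.0571) and for B and plasma cells (0.0554), and with fry for T cells (0.0672). GNLY, a cytolytic protein, rose by 0.86 (SE 0.22, limma adjusted p = 0.0285, 7 of 7 above the Normal mean), and S100A9 rose by 0.66 (SE 0.17, limma adjusted p = 0.0283, 6 of 7 above the Normal mean). JCHAIN, the joining chain of antibodies, was not called, at 1.33 (SE 0.59, limma adjusted p = 0.119, 6 of 7 above the Normal mean). The difference between CNIT and IFTA did not pass the test for any of these 5 lists, with limma camera adjusted p from 0.411 to 0.842.

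Splicing factors, which the paper does not discuss as a group, shifted up in CNIT by a mean of 0.22 (limma camera adjusted p = 0.00678, but adjusted p = 0.609 with an estimated correlation) over 24 genes. RBM25, a regulator of 5' splice site choice, rose by 0.82 (SE 0.13, adjusted p = 3.9e-05, 11 of 11 above the Normal mean), and SRSF1, an SR protein, by 0.64 (SE 0.12, adjusted p = 0.000223, 11 of 11 above the Normal mean). By any called probe set 5 of 24 were higher (Fisher adjusted p = 0.0384), and adjusted over the list alone 12 were higher and 2 lower. The list lost its call with the GAPDH 3':5' covariate (adjusted p = 0.244) and reversed with the index (0.518). In IFTA the list did not pass the test, with a mean of 0.07 (limma camera adjusted p = 0.537), and the direct comparison gave 0.15 (limma camera adjusted p = 0.146). The 13 immediate early genes had a mean of 0.69 (limma camera adjusted p = 0.0121, but adjusted p = 0.555 with an estimated correlation) in IFTA, a call lost with fry (adjusted p = 0.103). It rests on 1 array: without the array farthest from the rest the mean was 0.30 (limma camera adjusted p = 0.248). FOS and JUNB, AP-1 subunits, were not called there, at 1.34 (SE 0.72, limma adjusted p = 0.188, 5 of 7 above the Normal mean) and 0.84 (SE 0.38, limma adjusted p = 0.126, 6 of 7 above the Normal mean).

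Between CNIT and IFTA, compared directly, 5 lists differed. Ribosomal proteins had a mean difference of -0.40 (limma camera adjusted p = 4.93e-11, but adjusted p = 0.954 with an estimated correlation), oxidative phosphorylation -0.23 (limma camera adjusted p = 0.00387, but adjusted p = 0.954 with an estimated correlation) and its complex I part -0.21 (limma camera adjusted p = 0.0328, but adjusted p = 0.954 with an estimated correlation). The miRNA target panel, chosen by the study on these samples, was higher in CNIT, by 0.32 (limma camera adjusted p = 6.13e-05, but adjusted p = 0.954 with an estimated correlation). Heat shock proteins were higher in CNIT, by 0.34 (limma camera adjusted p = 0.0328, but adjusted p = 0.954 with an estimated correlation): 2 higher, 0 lower and 11 not called by brightest probe set. That call was lost with fry (adjusted p = 0.273), the mean of probe sets per gene (0.124), the brightest probe set without _x_at (0.0694) and the host gene names (0.0624). Against Normal the heat shock list had a mean of 0.04 in CNIT (limma camera adjusted p = 0.889). In IFTA its mean was -0.29 (limma camera adjusted p = 0.0017, but adjusted p = 0.21 with an estimated correlation). With the GAPDH covariate or the index, ribosomal proteins lost their call, and oxidative phosphorylation and complex I reversed. HSPA4, an HSP70-family chaperone, differed by 0.65 (SE 0.14, limma adjusted p = 0.0037, 11 of 11 above the IFTA mean). Against Normal it was not called in CNIT, at 0.47 (SE 0.12, adjusted p = 0.00457, 11 of 11 above the Normal mean). HSPD1, a mitochondrial chaperonin, was not called in CNIT, at -0.69 (SE 0.19, adjusted p = 0.00715, 9 of 11 below the Normal mean).

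Among the 7 IFTA arrays, 4 of 52 list means had 1 array far from the rest. The gap to the nearest other array was 0.645 of the whole range for tryptophan degradation, 0.587 for the aryl hydrocarbon receptor genes, 0.688 for immediate early genes and 0.582 for fibroblast markers. These pass the 95% limit of Dixon's test for 7 arrays, which chance passes in about 1 of 20 lists. Without that array tryptophan degradation stayed called in IFTA, at -0.35 (limma camera adjusted p = 0.00145), and the aryl hydrocarbon receptor genes (0.12, 0.762) and fibroblast markers (-0.0040, 0.816) did not pass. With all 7 arrays and an estimated correlation, tryptophan degradation did not pass (limma camera adjusted p = 0.21).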

How the results depend on the processing

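The settings added after the values were seen are the 3':5' index as a covariate, the removal of CNIT arrays with a GAPDH ratio above 3, the host gene names for probe sets of several symbols, the rounded folds and the removal of the farthest IFTA array. The lists treated as main results here were also picked after the list results were seen. Each alternative chosen earlier was run. An adjusted p below is that of the limma list test under the setting named, with the mean changes given above.

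The RNA quality covariates moved the counts of called probe sets in CNIT most. Neither overlaps between the CNIT and Normal arrays, so calls lost with them do not separate RNA quality from the disease. With the GAPDH 3':5' gap as a covariate, limma called 0 probe sets in CNIT vs Normal, 0 higher, 0 lower, 0 genes and 0 CNIT genes not called in IFTA, with 1290 at an unadjusted p under 0.05. It called 1 probe set (1 gene) in IFTA vs Normal, with 5353 at an unadjusted p under 0.05, and 1 in CNIT vs IFTA, with 5608. Over the called probe sets the median absolute change went from 0.76 to 0.42 in CNIT vs Normal, from 0.78 to 0.72 in IFTA vs Normal and from 0.75 to 0.75 in CNIT vs IFTA, and the median SE from 0.14 to 0.31, 0.18 to 0.20 and 0.16 to 0.25, so in the last 2 the changes stayed about as large while the calls were lost. With the index limma called 0 in CNIT vs Normal, 0 higher, 0 lower, 0 genes and 0 CNIT genes not called in IFTA, and 0 in CNIT vs IFTA (2163 and 573 at an unadjusted p under 0.05), but 606 in IFTA vs Normal. The median change with the index was 0.32, 0.39 and 0.78 in that order. In CNIT vs Normal the lists called went from 25 to 8 with either covariate, and in CNIT vs IFTA from 5 to 2 with the GAPDH gap and 10 with the index. Without the 4 CNIT arrays above the ratio of 3, 534 probe sets were lower in CNIT, and 798 were called in CNIT vs IFTA.

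The called CNIT lists moved unequally. With the GAPDH gap the adjusted p was 0.267 for fatty acid beta-oxidation, 0.174 for ribosomal proteins, 0.0812 for the proteasome and 0.51 for the proximal tubule. With the index it was 0.607 for fatty acid beta-oxidation and 0.183 for the miRNA target panel, and the proximal tubule reversed (0.647). Oxidative phosphorylation stayed called with both (4.25e-06 and 0.00109). Lists reversed with the GAPDH gap were the vacuolar ATPase (0.642), NRF2 targets (0.88) and adherens junctions (0.948), and with the index tryptophan degradation (0.668) and splicing factors (0.518). In IFTA vs Normal, ribosomal proteins lost their call with the GAPDH gap (0.0884). In CNIT vs IFTA, ribosomal proteins lost theirs with the GAPDH gap (0.749) and the index (0.944), the miRNA target panel with the index (0.145), and oxidative phosphorylation without the 4 CNIT arrays (0.27). Oxidative phosphorylation reversed there with the GAPDH gap (0.0844) and with the index (0.0277), as did complex I (0.379 and 0.136).

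Single genes turned as well. With the GAPDH gap these called genes changed sign in CNIT: RBP4 0.063, ATP6V1A 0.24, EPHX1 0.12, PGD 0.16, SOD1 0.17, FKBP1A 0.038, BNIP3 0.21, S100A9 -0.36, ACAA2 0.10. With the index these did: MAPT 0.31, FUBP1 -0.17, BNIP2 -0.13, DMTF1 -0.17, ATP6V0E2 0.029, ECHS1 0.028, EPHX1 0.12, SOD1 0.14, BNIP3 0.073, SLC7A9 0.086, ACAA2 0.19. Of 242 named genes and lists, 205 with the GAPDH gap and 144 with the index were no longer called without a change of sign.

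The set test moved the list calls most. With the correlation between genes estimated, limma camera called 0 lists in CNIT vs Normal, 0 in IFTA vs Normal and 0 in CNIT vs IFTA, from 25, 28 and 5. In CNIT vs Normal its adjusted p was 0.183 for oxidative phosphorylation, fatty acid beta-oxidation, the proteasome and the miRNA target panel, 0.221 for ribosomal proteins and 0.667 for the proximal tubule. In IFTA vs Normal it was 0.21 for oxidative phosphorylation, fatty acid beta-oxidation, the proteasome and the proximal tubule, and 0.767 for ribosomal proteins. In CNIT vs IFTA it was 0.954 for oxidative phosphorylation, ribosomal proteins and the miRNA target panel. With fry, 3 lists were called in CNIT vs IFTA, and the calls ended for the proximal tubule in CNIT (0.0546), ribosomal proteins in IFTA (0.487) and oxidative phosphorylation in CNIT vs IFTA (0.35). Ribosomal proteins in IFTA also lost their call with the mean of all probe sets (0.0978) and turned with cyclic loess (0.792). Over the settings run, the adjusted p of oxidative phosphorylation ran from 7.51e-33 to 0.183 in CNIT vs Normal and from 7.24e-22 to 0.21 in IFTA vs Normal.

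Thresholds and filters changed the counts. Without the fold threshold, 3311 probe sets were called in CNIT vs Normal (1589 higher, 1722 lower, 2416 genes), 736 in IFTA vs Normal (578 genes) and 1909 in CNIT vs IFTA. With the p and fold thresholds both dropped, 14 lists were enriched in IFTA. Without the p threshold, IFTA vs Normal gave 1028 (778 genes). With the paper's t-test it gave 280 (220 genes). Without probe sets that may bind several transcripts (_x_at and _s_at), the counts were 841 in CNIT vs Normal (505 higher, 336 lower, 661 genes), 232 in IFTA vs Normal (204 genes), 621 in CNIT vs IFTA and 591 CNIT genes not called in IFTA. Among probe sets brighter than the median, 403 were higher in CNIT, 721 were called in CNIT vs IFTA and 736 CNIT genes were not called in IFTA. The share of calls that were higher in CNIT ran from 35.41% in that brighter set to 60.05% without the ambiguous probe sets.

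Normalization and variance settings changed the CNIT vs Normal count less: 1525 with cyclic loess, 1722 with a median shift, 1724 with 1 fit of 3 groups, 1696 with a trended and robust prior and 1864 with array weights. The replicate block, which takes the numbers in the sample titles as pairs, gave 1662 (803 higher, 859 lower, 1232 genes) and 27 lists, and changed no other call among the main results. Nothing shows that these numbers pair the samples. The 11 pairs had a mean correlation of -0.058 (-0.28 to 0.241) after group means were removed, 1 of 11 was above 0.1, and 0 CNIT arrays were closest to the Normal array of their number. When each comparison had its own Normal arrays, split at random 20 times, the calls shared by CNIT and IFTA went from 27 higher and 138 lower to medians of 0 and 0.5, where a median of 1 probe set was called for IFTA.

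In leave-one-out fits the CNIT vs Normal count ran from 1538 to 1878 (higher 729 to 940, lower 772 to 950, genes 1141 to 1389), CNIT vs IFTA from 878 to 1498 and CNIT genes not called in IFTA from 998 to 1256. The IFTA vs Normal count depended on single arrays and ran from 3 to 922 (genes 3 to 738): 3 (3 genes) without IFTA replicate 25, 5 (5 genes) without IFTA replicate 24, 138 (111 genes) without IFTA replicate 23 and 922 (738 genes) without Normal replicate 1. For 242 named genes and lists, 574 of the leave-one-out values ended a call and 3740 did not.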

Differences from the paper's values

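The rounded-fold setting below was chosen after the paper's supplement was set beside the values; the other tests were planned. The paper's counts of probe sets and genes called against Normal lie within 1.5 times of those here. Its sets of unique genes also leave out acute rejection genes and have no counterpart here. The paper gives 1837 probe sets and 1483 genes for CNIT vs Normal, 714 of them higher and 769 lower, and 1702 probe sets and 1258 genes, 615 higher and 653 lower, were called here. The paper's share of higher genes is 48%, and it is 48.89% here. For IFTA vs Normal the paper gives 285 genes, 31% higher, and 379 genes, 28.5% higher, were called here. These counts use the paper's thresholds, with limma in place of its t-test. Genes were counted here from probe sets with 1 symbol, and the paper does not say how it counted them. With the paper's t-test the counts were 1561 probe sets, 1152 genes and 220 IFTA genes.

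Of the alternatives chosen before the data were examined, some lie more than 1.5 times from the paper's CNIT counts: no fold threshold (3311 probe sets, 2416 genes), probe sets brighter than the median (1138 and 854), no probe sets that may bind several transcripts (841 and 661) and the GAPDH covariate (0 and 0 by limma, with 1290 at an unadjusted p under 0.05). For the IFTA genes these are no fold threshold (578), no p threshold (778), 1 fit of 3 groups (496) and the GAPDH covariate (1). Some leave-one-out fits go beyond it too, down to 3 and up to 738 IFTA genes. The others stay within that range.

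Table S1 of the paper lists 1837 probe sets, 4 of them controls at the 5' end and middle of ACTB and GAPDH. The other 1833 moved in the same direction here, with a correlation of log2 fold changes of 0.9995. Of these, 1561 were called here, and the other 272 stayed under 1.5-fold. A further 141 called here are not in that table. The paper's t-test with folds rounded to 1 decimal and the controls included, a setting chosen after seeing the values, calls 1837 probe sets and drops 0 of the table's. It gives 1346 CNIT genes and 258 IFTA genes.

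The paper counts APP, GFPT1, CALU, NIPAL2, NAA15 and GFM1 among its CNIT genes. Here they stayed under 1.5-fold and were not called: APP 0.56 (adjusted p = 0.000172, 11 of 11 above the Normal mean), GFPT1 0.57 (adjusted p = 0.000514, 11 of 11 above the Normal mean), CALU 0.58 (adjusted p = 0.000564, 11 of 11 above the Normal mean), NIPAL2 0.58 (adjusted p = 0.000585, 11 of 11 above the Normal mean), NAA15 0.54 (adjusted p = 0.000949, 11 of 11 above the Normal mean) and GFM1 0.54 (adjusted p = 0.00222, 10 of 11 above the Normal mean). The rounded-fold setting, chosen after seeing the values, calls each of the 6, and so does limma without the fold threshold. Of 32 genes the paper names that are in Table S1, 16 have a listed probe set that is not their brightest. In 14 of the 16 the brightest was not called here, and in 5 it had the opposite sign (GFPT1, SMAD4, PNN, TGFB1 and MAPT). For BMP2K, LUZP1 and SKAP2 the table lists the brightest probe set as well.

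The paper reports CCND1 as increased in CNIT by quantitative PCR, and on these arrays it changed by -0.21 (SE 0.15, adjusted p = 0.335, 8 of 11 below the Normal mean). The assay was normalised to GAPDH, whose 5' and middle control probe sets changed here by -0.97 and -1.13 in CNIT. The array values are quantile-normalised, so the CCND1 values have different references and need not conflict. The same assay's SOD2 rose here by 1.33 in the 1 probe set given. The paper describes Fc receptor phagocytosis as inhibited, and 13 genes of that pathway had a mean of 0.34, which did not pass (limma camera adjusted p = 0.0722), with 2 higher, 0 lower and 11 not called by brightest probe set. The Arp2/3 and actin genes, which act in the same process, went the paper's way without passing, with a mean of -0.09 (limma camera adjusted p = 0.229), and ARPC4 was called lower, at -0.66. The paper lists aryl hydrocarbon receptor signaling among the leading pathways, by a test without direction. The 8 genes set for it here had a mean of 0.02 (limma camera adjusted p = 0.92), though CYP1A2 was called at 0.68.

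The paper took the significance of pathways from Fisher's exact test on its differentially expressed genes, which gives no direction. The list means below are signed and cover lists set here, so they do not test those statements. Epithelial adherens junction remodeling is described as highly expressed among CNIT-specific genes. That list had a mean of -0.16 in CNIT against Normal, with 1 higher, 3 lower and 13 not called by brightest probe set. The paper names the NRF-mediated oxidative stress response among gene sets overexpressed in CNIT and later places SOD2, which rose here, in that pathway. The NRF2 target list had a mean of -0.24 and 0 higher, 4 lower and 12 not called by brightest probe set. The paper describes fatty acid beta-oxidation as predominantly expressed among IFTA samples. Compared directly it did not differ, with a mean of 0.05 (limma camera adjusted p = 0.789), and 13 of 22 genes were lower in CNIT by any called probe set. The paper predicts PPARGC1A to be inhibited, a statement on its targets, and its own RNA changed by 0.41 (SE 0.14, adjusted p = 0.0329, 10 of 11 above the Normal mean).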

Other observations

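The GAPDH 3':5' covariate in the limma fits and list tests was planned. The other tests of RNA degradation, among them the list means with a 3':5' covariate, were chosen only after the result was seen. The tests of brightness, proximal tubule markers and sample splits were planned. FKBP1A and PPIA are the immunophilins that bind tacrolimus and cyclosporine. FKBP1A was lower in CNIT, with a change of -0.61 (SE 0.11, adjusted p = 0.000242, 11 of 11 below the Normal mean), and PPIA was not called, at -0.57 (SE 0.11, adjusted p = 0.000472, 11 of 11 below the Normal mean), under 1.5-fold. FKBP1A turned to 0.038 with the GAPDH 3':5' covariate. The 12 genes of the calcineurin pathway did not shift as a group, with a mean of -0.04 (limma camera adjusted p = 0.772). PPP3CA, the catalytic subunit of calcineurin, was higher than in IFTA, by 0.67 (SE 0.17, limma adjusted p = 0.0107, 11 of 11 above the IFTA mean). In the glucocorticoid response list, with a mean of 0.26 (limma camera adjusted p = 0.276), MT1X, a metallothionein, changed by -1.17 (SE 0.31, adjusted p = 0.00661, 10 of 11 below the Normal mean). ZBTB16, a steroid-induced transcription factor, was not called at 0.98 (SE 0.38, adjusted p = 0.0508, 10 of 11 above the Normal mean).

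DUSP1, an immediate early phosphatase, was lower in CNIT than in IFTA, with a difference of -1.12 (SE 0.27, limma adjusted p = 0.00845, 11 of 11 below the IFTA mean). TIE1, an endothelial receptor, changed in CNIT by -0.63 (SE 0.17, adjusted p = 0.00645, 10 of 11 below the Normal mean) and differed from IFTA by -1.01 (SE 0.20, limma adjusted p = 0.00227, 10 of 11 below the IFTA mean). NOTCH3, a receptor of pericytes, differed from IFTA by -0.74 (SE 0.16, limma adjusted p = 0.00473, 11 of 11 below the IFTA mean). SCNN1B, a subunit of the epithelial sodium channel, changed in CNIT by -0.67 (SE 0.17, adjusted p = 0.00568, 10 of 11 below the Normal mean). CLDN16, a claudin of the thick ascending limb, was not called, at -0.97 (SE 0.27, adjusted p = 0.00888, 10 of 11 below the Normal mean). Other kidney cell lists and the interferon response did not pass the test in CNIT: thick ascending limb -0.74 (limma camera adjusted p = 0.0722), distal tubule -0.37 (0.602), principal cell -0.39 (0.187, though by any called probe set 3 of 8 were lower, Fisher adjusted p = 0.0385), podocyte -0.06 (0.86), endothelium -0.04 (0.735) and interferon response 0.29 (0.276).

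Oxidative phosphorylation fell in CNIT, with a mean change of -0.76 (95% interval -0.99 to -0.53). The list test called the list in CNIT and in IFTA, but not with an estimated correlation (limma camera adjusted p = 0.183 and 0.21). Compression of bright signals is argued against: the list median of -0.77 lies below that of 10000 random lists of equal brightness, whose median was -0.14 (-0.26 to 0.00). A difference in RNA degradation may account for part or all of it, since the 3':5' index in the model left -0.23 (-0.69 to 0.23) with a slope of -0.72 (-1.27 to -0.17); yet the list test still called the list with the index (adjusted p = 0.00109), and the list also fell in IFTA, by a mean of -0.53 that went to -0.37 (-0.68 to -0.06) with the GAPDH gap and -0.51 (-0.82 to -0.20) with the index, though a difference in the GAPDH gap is not ruled out there (0.13, adjusted p = 0.0689, exact permutation, with 4 of 7 arrays above all 12 Normal arrays). A smaller share of proximal tubule cells stays open too: the mean of the 21 markers was -0.55 (-1.05 to -0.05), an interval that holds the oxidative phosphorylation mean, while LRP2 and ANPEP, the brightest of them in CNIT and picked after their values were seen, were not called, at 0.32 (SE 0.17, adjusted p = 0.172) and -0.22 (SE 0.20, adjusted p = 0.426). A response of surviving tubule cells to the drugs was not tested separately from these. The index does not overlap between CNIT and Normal arrays, so the adjusted mean extrapolates and cannot settle the share due to RNA quality.

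Ribosomal protein genes fell in CNIT, with a mean change of -0.51 (95% interval -0.72 to -0.30). Compression is argued against, with a list median of -0.48 beside -0.16 (-0.27 to -0.03) for matched lists. RNA degradation cannot be told apart from a change in the tissue: with the index the difference was -0.29 (-0.77 to 0.19), and the slope of -0.30 (-0.87 to 0.28) spans 0. Within groups, 6 relations of the index with the 2 lists were tested and none passed 0.05 after correction. In CNIT, Normal and IFTA r was -0.517, -0.524 and -0.088 for oxidative phosphorylation and -0.383, -0.079 and -0.797 for ribosomal proteins. Without the 2 farthest arrays of each group r was -0.438, -0.764 and -0.613 for oxidative phosphorylation and -0.329, -0.055 and -0.886 for ribosomal proteins. The comparison of CNIT with IFTA (mean -0.40) does not separate the 2 either, since their 3':5' gaps differ and the mean went to -0.055 (-0.33 to 0.22) with the GAPDH gap and -0.011 (-0.45 to 0.43) with the index, so no biological explanation was tested.

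Chance division of the arrays is excluded at the level of 100 splits for each comparison. Only 1 of 100 splits, the real one, reached the CNIT vs Normal count of 1702, and the highest other gave 2. For IFTA vs Normal it was 1 of 100, with 478 against 348 for the highest other, and that count rests on single arrays, falling to 3, 5 or 138 without 1 of 3 IFTA arrays. For CNIT vs IFTA it was 1 of 100, with 1204 against 3. Splits say nothing on RNA quality, which follows the CNIT group.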
